# Transcriptome profiling of low temperature-treated cassava apical shoots showed dynamic responses of tropical plant to cold stress

**DOI:** 10.1186/1471-2164-13-64

**Published:** 2012-02-10

**Authors:** Dong An, Jun Yang, Peng Zhang

## Abstract

**Background:**

Cassava is an important tropical root crop adapted to a wide range of environmental stimuli such as drought and acid soils. Nevertheless, it is an extremely cold-sensitive tropical species. Thus far, there is limited information about gene regulation and signalling pathways related to the cold stress response in cassava. The development of microarray technology has accelerated the study of global transcription profiling under certain conditions.

**Results:**

A 60-mer oligonucleotide microarray representing 20,840 genes was used to perform transcriptome profiling in apical shoots of cassava subjected to cold at 7°C for 0, 4 and 9 h. A total of 508 transcripts were identified as early cold-responsive genes in which 319 sequences had functional descriptions when aligned with *Arabidopsis *proteins. Gene ontology annotation analysis identified many cold-relevant categories, including 'Response to abiotic and biotic stimulus', 'Response to stress', 'Transcription factor activity', and 'Chloroplast'. Various stress-associated genes with a wide range of biological functions were found, such as signal transduction components (e.g., MAP kinase 4), transcription factors (TFs, e.g., *RAP2.11*), and reactive oxygen species (ROS) scavenging enzymes (e.g., catalase 2), as well as photosynthesis-related genes (e.g., *PsaL*). Seventeen major TF families including many well-studied members (e.g., AP2-EREBP) were also involved in the early response to cold stress. Meanwhile, KEGG pathway analysis uncovered many important pathways, such as 'Plant hormone signal transduction' and 'Starch and sucrose metabolism'. Furthermore, the expression changes of 32 genes under cold and other abiotic stress conditions were validated by real-time RT-PCR. Importantly, most of the tested stress-responsive genes were primarily expressed in mature leaves, stem cambia, and fibrous roots rather than apical buds and young leaves. As a response to cold stress in cassava, an increase in transcripts and enzyme activities of ROS scavenging genes and the accumulation of total soluble sugars (including sucrose and glucose) were also detected.

**Conclusions:**

The dynamic expression changes reflect the integrative controlling and transcriptome regulation of the networks in the cold stress response of cassava. The biological processes involved in the signal perception and physiological response might shed light on the molecular mechanisms related to cold tolerance in tropical plants and provide useful candidate genes for genetic improvement.

## Background

Cassava (*Manihot esculenta *Crantz) is widely cultivated for its starchy storage roots and is a staple food and animal feed in tropical and sub-tropical areas [1]. It is also considered to be an important source of modified starches and bioethanol in China and other Southeast Asian countries [2,3]. Nevertheless, as a tropical root crop, cassava is native to a warm habitat and is categorized as a cold-sensitive species [4]. Thus, low temperatures and frozen conditions are the most important limiting factors for its geographical location and productivity. In the subtropics, where unpredictable cold weather occurs occasionally, it is important to protect the storage roots and propagation stems from chilling stress. For example, the unprecedented freezing disaster occurred in Southern China in January 2008 caused great damage to cassava stem seeds and led to yield reduction in Guangxi, Guangdong and other provinces, resulting in a loss of a billion Chinese Yuan [5]. Furthermore, to ensure a prolonged growth period (i.e., early planting and late harvesting) in the high latitude regions, novel cassava cultivars with improved cold tolerance are in demand.

Under low temperature below 10°C, many species of tropical or subtropical origin are typically injured or killed and show various symptoms of chilling injury due to the inability to adapt to non-freezing low temperatures [6]. For example, cassava exhibits obvious symptoms of damage at these temperatures, including delayed sprouting of the stem cutting, yield decrease, reduced leaf expansion, chlorosis and even necrosis in its leaves [7]. Low temperatures have also been recognized as an important facilitator of decreases in nutrient absorption rates (e.g., Boron), reductions in the leaf photosynthetic rate, and the inhibition of plant growth [4]. In addition, the physiological status of cold-stressed plants is also altered, such as transient increases in hormone levels (e.g., ABA) [8] and changes in membrane lipid composition [9]. Furthermore, the accumulation of compatible osmolytes, such as soluble sugars, betaine, and proline [10-12], and increases in the level of antioxidants [13] are also occurred. In contrast, temperate plants can withstand freezing temperatures following a period of low, but non-freezing, temperatures, a process called cold acclimation [14]. The mechanisms of cold acclimation have been extensively investigated in the model plant *Arabidopsis thaliana *[15], as well as in other important crop species such as maize and barley [16,17]. The most extensively studied mechanism involves a class of ethylene response factors (ERFs) known as the dehydration-responsive element-binding proteins/C-repeat-binding factors (DREBs/CBFs). They interact with the dehydration-responsive element/C-repeat element (DRE/CRT) in the promoters of their downstream target genes to execute a highly coordinated transcriptional response to low temperature signals. Overall, less information is available for tropical plants (e.g., cassava). Therefore, it would be important to increase our understanding of the physiological, biochemical, and molecular characteristics that are associated with cold stress in tropical cassava, especially during the early stages. Moreover, the function of homologous genes in *Arabidopsis *could be used to predict the function of cassava genes which may share the same biological functions or common regulatory scenarios among different plant species [18].

With the development of molecular technologies and 'omics' tools, microarray studies have become a useful strategy for the global analysis of plant gene expression. Using cDNA microarrays or whole genome arrays, the abiotic stress responses of *Arabidopsis *and other plants have been widely analyzed. For examples, the expression patterns of genes were identified in *Arabidopsis *and rice under conditions of drought, cold, high-salinity or abscisic acid treatment [19,20]. The transcriptomic identification of candidate genes involved in sunflower responses to chilling and salt stresses has also been reported [21]. The long-oligonucleotide microarray, which has many advantages compared to other microarray technologies, reliably detects transcript ratios even at one copy per cell in complicated biological samples, and could distinguish different members of gene families [22,23]. Thus, it is appropriate to explore the early cold stress responsive genes of cassava using a 60-mer long-oligonucleotide microarray approach.

Thus far, several studies have been reported in cassava using genomic tools for developing new knowledge and technologies. For instance, EST and cDNA libraries have been constructed in cassava for the identification of starch biosynthesis and biotic/abiotic-responsive genes or genes corresponding to the different developmental stages of various tissues [24-28]. Studies using cassava cDNA microarrays to analyze gene expression in cassava plants subjected to post-harvest physiological deterioration (PPD) or *Xanthomonas axonopodis *infection have also been reported [29,30]. Moreover, gene expression profiling related to the different growth stages of cassava storage roots was recently conducted using a long-oligonucleotide microarray [31]. Fortunately, a draft genome sequence for cassava has been released and recently updated (http://www.phytozome.net/cassava), which greatly facilitates cassava research worldwide. Nevertheless, comprehensive genome-wide expression profiling data for cassava under cold stress treatment are still lacking, which limits our capacity to decipher the molecular mechanisms related to various stress responses. Additionally, to stabilize cassava yield even under unfavorable growth conditions, it is necessary to study the changes of pan-genome genes or pathways in order to identify key candidates for improving cold tolerance in cassava.

In this study, a gene expression profiling of apical shoots from cassava subjected to low temperature was conducted using a custom-designed, 60-mer oligonucleotide microarray covering 20,840 cassava transcripts. In total, 508 differentially expressed genes (DEGs) were identified, and their biological functions were characterized through gene ontology (GO) annotation and KEGG pathway analysis. Our study could increase the understanding of cassava gene regulation under the condition of cold stress and reveal novel approaches to improve cold tolerance through genetic engineering.

## Results and discussion

### Phenotypic and physiological changes of cassava in response to cold

Cassava is a typical tropical crop adapted to warm climates. Under normal conditions, 3-month-old cassava (TMS60444) plants have vigorous apical buds and fully expanded mature leaves with upward leaf fingers (Figure 1A, Left panel). When a low-temperature treatment is applied to cassava at 7°C under weak light for 4 h, the plants displayed visible morphological changes, including weak dehydration and wilting of the apical buds and leaves, especially in the buds, as well as downward leaf fingers (Figure 1A, Middle panel). Under prolonged exposure to the stress (9 h), the whole plants exhibited obvious phenotypic damages, including softening and downward bending of the petioles, loss of strength in the immature stems and more severe wilting leaves (Figure 1A, Right panel). Generally, the treated plants could be partially recovered and resumed growth when transferred into normal conditions (data not shown), indicating that the cellular changes caused by a 9 h cold treatment were reversible. Since apical shoots show extremely sensitive response to low temperature (Additional file 1), the apical shoots (about 4-6 cm) of 3-month-old plants, which were treated for 0, 4 and 9 h, were used as material for microarray hybridization.

**Figure 1:**
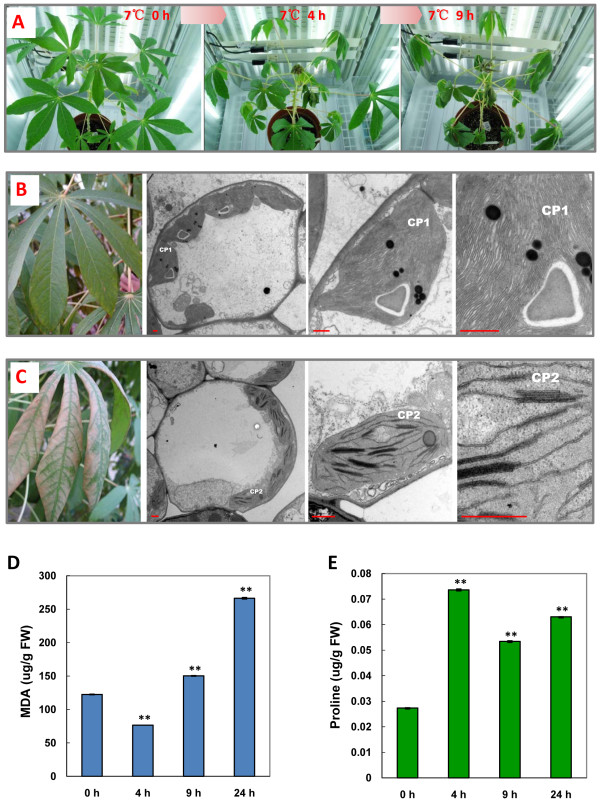
**Phenotypic and physiological changes in cold-stressed cassava**. (**A**) 3-month-old cassava subjected to low temperature stress (7°C) for 0, 4, and 9 h in a chamber under weak light showing phenotypic changes. (**B**) Fully expanded cassava leaf (Left panel) and TEM analysis of a chloroplast (CP1, Right panel). (**C**) Low-temperature treated cassava leaf showing dehydration and necrosis (Left panel) and TEM analysis showing chloroplast abnormalities (CP2, Right panel). (**D**) MDA contents in cassava apical leaves exposed to 7°C for 0, 4, 9, and 24 h. (**E**) Proline accumulation in cassava apical leaves exposed to 7°C for 0, 4, 9, and 24 h. The double asterisks indicate a statistically significant difference (p < 0.01) for the data of the stress-treated samples compared to those of the unstressed samples. The mean values are calculated from three biological replicates; the error bars represent the standard error of the mean (SEM). Bar = 500 nm.

In addition to morphological changes, a clear impact on ultra-structure of chloroplasts was also observed in leaves of cold-stressed cassava plants. Compared to normal chloroplasts in unstressed leaves (Figure 1B), the stacking numbers of thylakoids were dramatically reduced and less organized, and the starch granules had almost disappeared (Figure 1C). The ultra-structural changes in cellular organelles indicate that cold stress might exert an adverse impact on plant growth, causing a reduced photosynthetic rate under the stress.

Cold stress also leads to obviously physiological changes in cassava. Two stress responsive metabolites, namely malondialdehyde (MDA) and proline, were monitored. MDA is considered to be the final product of lipid peroxidation in the plant cell membrane and is an important indicator of membrane system injuries and cellular metabolism deterioration [32]. It has also been reported that MDA contents change during cold stress treatment in plants [33]. In our experiment, compared to the control level, the MDA concentrations decreased rapidly to 50% after 4 h but increased almost 25% after 9 h; the observed levels had experienced a nearly two-fold change after 24 h of stress treatment (Figure 1D). Decrease in MDA content at 4 h might be due to a transient stress response of cassava to the low temperature shock. But, the prolonged treatment (9 h) finally led to cell damages and MDA accumulation. The accumulation of proline is frequently associated with whole plant tolerance to chilling and other stresses [34]. Unlike that of MDA, the concentration of proline increased rapidly and achieved nearly a three-fold change after 4 h; it then decreased slightly but remained at a high level until 24 h (Figure 1E). These results were consistent with previous studies that proline accumulated in leaves exposure to cold, salt, and other stresses in *Arabidopsis *and other plants [35]. The accumulation of these metabolites is a good indication that the stress-treated plants were actively mounting a stress response during the periods when they were subjected to cold stress.

### Microarray for transcriptomic analysis of low-temperature treated cassava

To explore the transcriptomic changes of cassava in response to cold stress, a custom long-oligonucleotide (60-mer) microarray generated by the Agilent SurePrint ink-jet technology was applied in the current study. 

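Labelled RNA from apical shoots kept at 7°C for 0, 4 or 9 h was hybridized to 9 one-colour arrays, 3 per time point, each from a separate collection of pooled shoots. The arrays are named by time point and replicate number, so that 9 h-2 is replicate 2 at 9 h. Each array held 41680 spots for 20840 cassava probes of 60 bases, with 153 negative control spots. The authors deposited the scanner software's spot table of each array, whose processed intensity is background-subtracted and spatially detrended within the array but not scaled between arrays. They also deposited a table with 1 normalized log2 value per probe and array. The median processed intensity was 1069, 815 and 866 on replicates 1, 2 and 3 at 0 h, 1034, 922 and 980 at 4 h, and 1131, 602 and 989 at 9 h. The arrays lay on 3 slides. The first slide held 0 h-1, 0 h-2, 4 h-1 and 9 h-1, the second held 0 h-3, 4 h-2, 4 h-3 and 9 h-3, and the third, scanned 63 days after the others, held 9 h-2. Log2 ratios were computed from the processed intensities, with spots that the software marked as outliers left out (4 to 83 per array), the spots of a probe averaged on the log2 scale, and each array's 75th percentile subtracted. A probe was tested when its SNR exceeded 2.6 on all 3 arrays of at least 1 time point, which 19815 probes met. One limma model with a mean per time point was fitted to all 9 arrays, and its p-values were adjusted by the Benjamini-Hochberg method over the tested probes of a comparison. A probe was called a DEG at an adjusted p of at most 0.05 and a change of at least 2-fold. The number of arrays limits the precision, and the median standard error (SE) of a log2 ratio was 0.27. Where no array of a time point had the probe well above its background, the fold change is given as a lower bound. The bound allows for the background only and not for the SE, so the true change can also be smaller. Sensitivity was tested with alternative settings, among them the replicate number as a block, which compares arrays of the same collection, the slide as a block, and leaving out each array in turn. Array 9 h-2 lay alone on its slide, so the slide block takes it out of the comparison of means.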

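The SNR of a spot was its median signal minus its median local background, divided by the standard deviation (SD) of the background pixels. It exceeded 2.6 for 94.5% ± 1.85 (SD, n = 9 arrays) of the 41680 non-control spots of an array, from 92.1% on 0 h-3 to 97.8% on 9 h-2. It exceeded 10 for 79.2% ± 1.76 (SD, n = 9), from 76.3% on 0 h-3 to 82.0% on 9 h-3. The median absolute difference between the 2 spots of a probe lay between 0.12 on 9 h-1 and 0.20 on 9 h-3 on the log2 scale. Counting the control spots as well moved the percentages most, to 92.6% and 76.9%.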

The detailed protocol for designing the cassava microarray has been described by Yang et al [31] To validate the microarray quality, the signal-to-noise ratio (SNR) for each spot was calculated as described by Leiske et al [23] The average percentages of acceptable spots (SNR > 2.6) and high-quality spots (SNR > 10) were 94.53 ± 1.84% and 79.24 ± 1.76% in all 9 arrays, which demonstrated the overall reproducibility and high quality of the array. 

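Over the 19815 tested probes, Pearson's r between the log2 values of 2 arrays ranged from 0.964 to 0.993. It averaged 0.983 within time points and 0.981 between them, a difference of 0.00274 that 30 of the 280 possible splits of the 9 arrays into 3 groups of 3 reached (exact one-sided permutation test, p = 0.107). Average-linkage clustering on this distance, taken at 3 clusters, put 0 h-1, 4 h-1 and 9 h-1 in one cluster, 9 h-2 alone in another and the other 5 arrays in the last. The most similar array was of the same time point for 1 of the 9 arrays and had the same replicate number for 6. Arrays with the same replicate number were more alike and never share a time point. Over only pairs of different replicate numbers, an alternative chosen after seeing the data, the difference was 0.00513, and the real split gave the largest of the 36 splits with 1 array of each number per group (exact one-sided permutation test, p = 0.0278). Among the other alternatives with all 9 arrays that do not select called probes, the difference ranged from 0.00231 without a filter (exact one-sided permutation test, p = 0.118) to 0.00302 with quantile normalization (p = 0.0857). With 1 array left out, the difference ranged from 0.00150 without 9 h-2 to 0.00377 without 0 h-1. Over only the 470 probes called in any comparison, r averaged 0.975 within time points and 0.877 between them, and the 3 clusters were the 3 time points. No other split of the 280 gave as large a difference there (exact one-sided permutation test, p = 0.00357), but these probes were chosen because they differed between the time points.

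**Figure D1:**
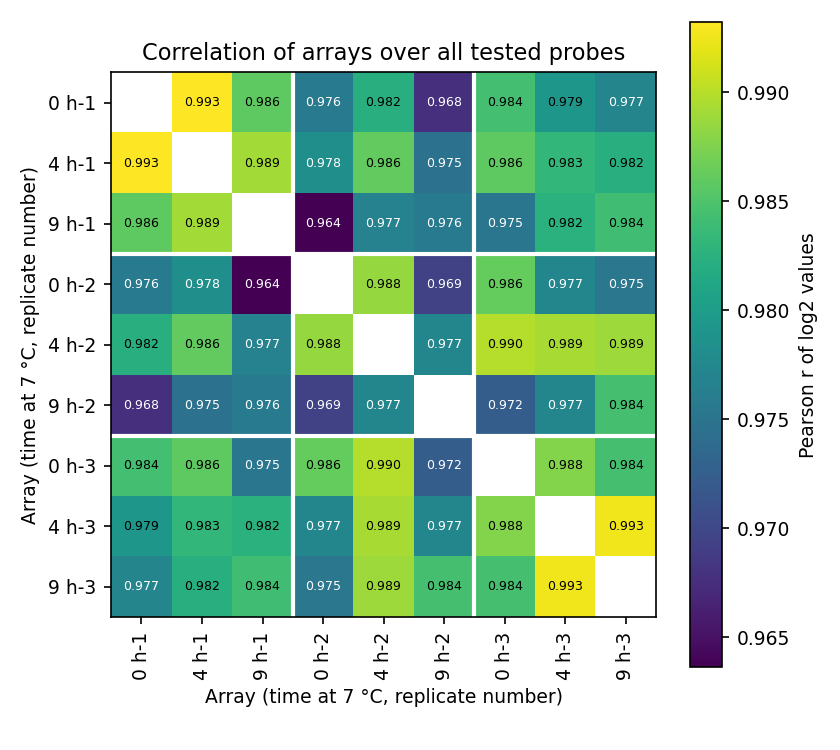
Pearson's r between the log2 values of each pair of the 9 arrays over the 19815 tested probes, with the arrays ordered by replicate number and white lines between the numbers. The values lie between 0.964 (0 h-2 and 9 h-1) and 0.993.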

The hierarchical clustering results indicated the clear separation of the samples from different time points (Figure 2A), suggesting that the entire experiment from sample collection to data extraction was reproducible and reliable. Five house-keeping genes (beta-actin, c15, EF1a, RuBisCO small chain precursor, and TUB6) were used as the internal controls and their expressions were consistent in the samples at different time points (Additional file 2), confirming the reliability and accuracy of these microarrays.

**Figure 2:**
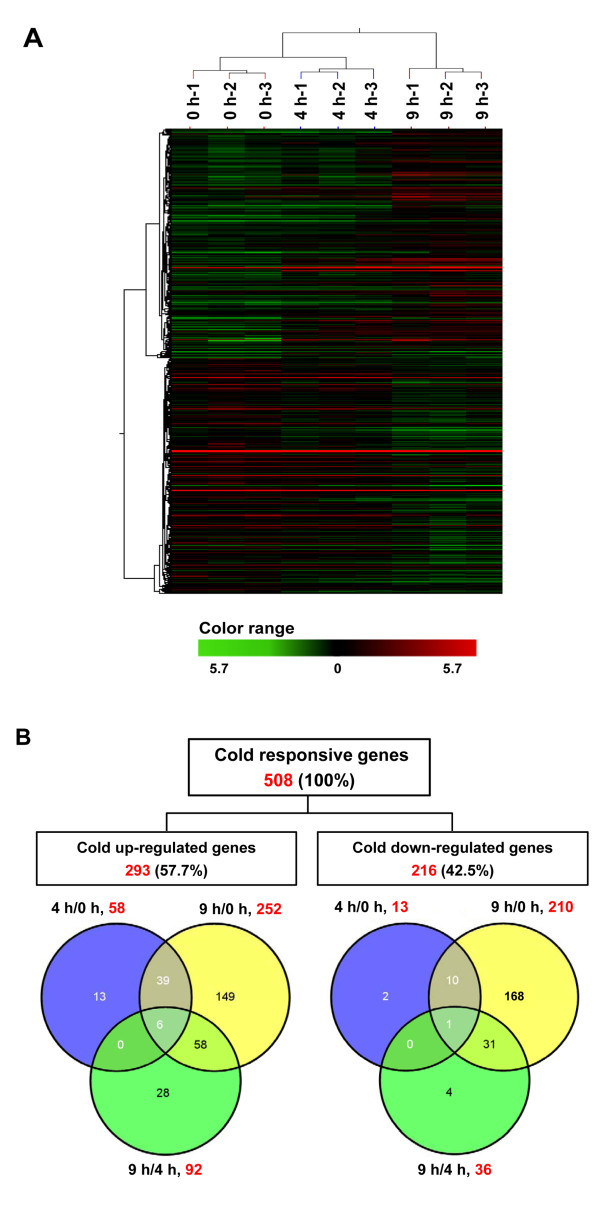
**Expression profiling of cold-regulated genes in cassava apical shoots**. (**A**) Hierarchical cluster analysis. (**B**) Venn diagrams showing cold-regulated genes across three comparisons (4 h/0 h, 9 h/0 h, and 9 h/4 h). The red numbers are the total numbers of differentially expressed genes (DEGs); the percentages in parentheses were calculated as the ratio of regulated genes to the total number of cold-regulated genes (508). It should be noted that one gene was up-regulated at 4 h/0 h but down-regulated at 9 h/4 h on our array.

### Transcriptomic responses to cold treatment

Before normalization, the signal intensities of each feature were filtered against negative controls on the array, and 69.87 ± 0.72%, 68.14 ± 2.59%, and 71.50 ± 5.75% of probes on the array were expressed at 0, 4 and 9 h, respectively. 

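Expression was counted here as a processed intensity above the mean plus 2 SD of the 153 negative control spots of the same array. By this rule 77.7% ± 4.80 (SD, n = 3 arrays) of the probes were expressed at 0 h, 78.2% ± 7.71 (SD, n = 3) at 4 h and 79.4% ± 12.8 (SD, n = 3) at 9 h. Single arrays ranged from 73.3% to 82.8% at 0 h, from 70.3% to 85.7% at 4 h and from 69.2% to 93.8% at 9 h, and 9 h-2 held the highest value. The differences between time points were smaller than the spread between replicates (exact two-sided permutation tests, p = 0.9 for 4 h against 0 h, 0.9 for 9 h against 0 h and 1 for 9 h against 4 h, where the smallest p that 3 arrays against 3 allow is 0.1). The rule on SNR above 2.6 moved the percentages most, to 95.0%, 94.7% and 97.1%.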

Two filtering criteria were used to define differentially expressed genes (DEGs) in our data analysis: a two-fold change in transcript levels among every two time points and a *P *value ≤ 0.05. To analyze the similarities and differences among the cold-responsive transcriptomes, a hierarchical clustering was prepared to represent the transcripts of all the differentially expressed probes at the 3 replicates of 0, 4 and 9 h. These results indicated significant differences in the gene expression profiles between the treatments of 9 h and 0 h or 9 h and 4 h, in contrast to the relatively high similarity of the expression profiles between 0 h and 4 h (Figure 2A). 

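For all tested probes, r averaged 0.985 between the arrays of 0 h and 4 h, 0.982 between those of 4 h and 9 h, and 0.975 between those of 0 h and 9 h. Relative to the arrays of the same time points, the difference was -0.000525 for 4 h against 0 h, 0.00722 for 9 h against 0 h and 0.00151 for 9 h against 4 h. In exact one-sided permutation tests over the 10 splits of each pair of time points, p was 0.5, 0.1 and 0.4, and 0.1 is the smallest p that these designs allow. Pairs with the same replicate number are more alike and occur only between time points. Without these pairs, an alternative chosen after seeing the data, the differences were 0.00202, 0.00989 and 0.00348. Each was the largest of the 4 splits with 1 array of each number per group (exact one-sided permutation test, p = 0.25, the smallest possible).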

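The limma model called 331 probes up-regulated and 139 down-regulated at 9 h/0 h, 2 up-regulated and 0 down-regulated at 4 h/0 h, and 3 up-regulated and 0 down-regulated at 9 h/4 h. The smallest adjusted p was 0.00213 at 9 h/0 h, 0.00569 at 4 h/0 h and 0.0437 at 9 h/4 h. At an unadjusted p of at most 0.05 and the same fold change, limma gave 953 up-regulated and 326 down-regulated probes at 9 h/0 h, 251 and 55 at 4 h/0 h, and 380 and 81 at 9 h/4 h. The methods' t-test without adjustment gave 924, 196 and 283 probes in the same order, and with adjustment 0, 0 and 1. All called probes had 3 arrays of one time point above the 3 of the other. Among all tested probes, such a gap was found for 21.3% at 9 h/0 h, 7.15% at 4 h/0 h and 12.5% at 9 h/4 h. Chance gives 10% if the arrays are independent. Arrays with the same replicate number deviated together (mean correlation 0.414), so 10% is not a firm reference for these percentages. For 108 of the 470 probes called at 9 h/0 h, no array of one of the time points was well above the background. With the replicate number as a block limma called 843 probes at 9 h/0 h, 24 at 4 h/0 h and 0 at 9 h/4 h, and 467 of the 470 were among the 843. With the slide as a block it called 141, 7 and 0. That block takes 9 h-2, alone on its slide, out of the comparison of means. Single arrays also moved the counts. Without 9 h-2 the count at 9 h/0 h was 101, without 0 h-2 it was 135, without 0 h-3 152, without 9 h-3 180 and without 4 h-2 300. At 4 h/0 h it was 12 without 4 h-1, 4 without 9 h-1, 0 without 0 h-2, 4 h-2 or 4 h-3, and 1 without 0 h-1, 0 h-3 or 9 h-3. At 9 h/4 h it was 8 without 9 h-1, 1 without 0 h-2 and 0 without any other array.

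**Figure D2:**
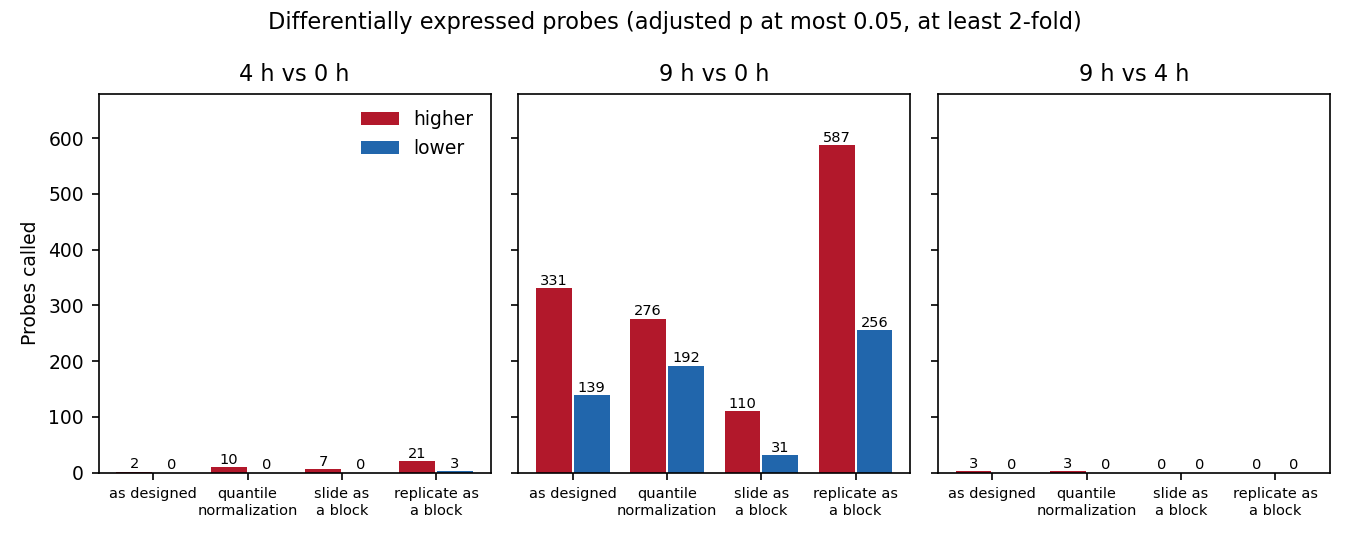
Number of probes called higher and lower by limma in each comparison as designed, with quantile normalization, with the slide as a block and with the replicate number as a block (1 bar per direction, count above it). At 9 h/0 h the bars show 331 higher and 139 lower as designed, and 587 and 256 with the replicate block.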

Among the DEGs, 58, 252, and 92 genes were up-regulated and 13, 210, and 36 were down-regulated by analyzing 4 h/0 h, 9 h/0 h, and 9 h/4 h, respectively (Figure 2B). Notably, compared to only 71 and 128 genes showed differentially expressed at 4 h/0 h and 9 h/4 h, 474 DEGs were found at 9 h/0 h, suggesting a prolonged stress treatment (9 h) could trigger more stress-related gene expression. Moreover, about 80% of 4 h/0 h and 75% of 9 h/4 h DEGs overlapped with those of 9 h/0 h, which indicated a strong linkage among the 3 stressed comparison points and a progressive biological process.

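The largest increases at 9 h/0 h among the called probes were those of CUST_14180, annotated as cytochrome P450 CYP82C2, with a log2 ratio of 6.08 (SE 0.86, n = 3 arrays per time point, adjusted p = 0.0125), and of CUST_4424, which has no annotated homolog, with 5.46 (SE 0.34, adjusted p = 0.00213). CUST_14180 was not called without 0 h-2, without 9 h-2 (adjusted p up to 0.0610) or with the slide as a block (0.0562). CUST_3978, a putative tetrahydrofolate dehydrogenase, and CUST_19916 were at background at 0 h and rose at least 34.0-fold and at least 29.3-fold, and CUST_13410 had a log2 ratio of 5.06. CUST_19916 lost its call without 0 h-1, 0 h-2, 0 h-3, 4 h-2, 9 h-2 or 9 h-3 (adjusted p up to 0.129). The largest decreases were those of 2 probes for EBF1 and of CUST_5741 (-2.95, SE 0.31, adjusted p = 0.00486), CUST_15120 (at least 7.03-fold, at background at 9 h) and CUST_10025 (-2.58, SE 0.33, adjusted p = 0.00834). The probes called at 4 h/0 h were CUST_4424, with a log2 ratio of 4.85 (adjusted p = 0.00569), and CUST_19106, which was at background at 0 h and rose at least 7.06-fold (adjusted p = 0.0286). CUST_4424 was not called at 4 h/0 h without 0 h-2, 4 h-2 or 4 h-3 (adjusted p up to 0.0717). CUST_19106 was not called there without 0 h-1, 0 h-2, 0 h-3, 4 h-2, 4 h-3 or 9 h-3 (adjusted p from 0.0513 to 0.152). Those called at 9 h/4 h were CUST_1149, annotated as SRG3, which rose at least 18.8-fold from background (adjusted p = 0.0452), CUST_2683, annotated as early flowering 4, and CUST_1368, which rose at least 6.84-fold from background (adjusted p = 0.0452). CUST_1149 and CUST_1368 were not called with any 1 of the 9 arrays left out (adjusted p from 0.0695 to 0.231 and from 0.0506 to 0.303), and none of the 3 was called with the replicate block (adjusted p of 0.0955 to 0.109). From the larger number of DEGs at 9 h/0 h than in the other 2 comparisons, the paper proposes that more stress-related genes respond as the treatment lasts.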

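Both probes called at 4 h/0 h and all 3 called at 9 h/4 h were also called at 9 h/0 h (exact 95% binomial confidence intervals, 15.8% to 100% and 29.2% to 100%). Among the probes past an unadjusted p of 0.05 and 2-fold in limma, 83.7% of the 306 at 4 h/0 h (interval 79.0% to 87.6%) and 82.4% of the 461 at 9 h/4 h (78.6% to 85.8%) were shared with 9 h/0 h. The comparisons share arrays, so overlap also arises without any response. In 100 simulations of 9 arrays without differences between time points, the overlap averaged 21.8% (13.9% to 26.8%) for 4 h/0 h and 22.0% (17.2% to 28.4%) for 9 h/4 h. Of the 470 probes called at 9 h/0 h, 464 had the same direction at 4 h/0 h and 454 had their 4 h mean between the 0 h and 9 h means. The median change at 4 h was 0.466 of that at 9 h, against 0.0276 on average (0.00528 to 0.0596) in 100 other simulations, with the fitted change at 9 h and none at 4 h. All these simulations drew arrays and probes independently, and the binomial intervals treat probes as independent. Real arrays with the same replicate number deviated together, so neither the simulated ranges nor the intervals are firm references.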

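In the union of the 3 comparisons, limma called 470 probes, 331 only as up-regulated, 139 only as down-regulated and 0 in both directions. At an unadjusted p the union of limma's calls was 1401. Of the 508 probes in the paper's Additional file 3, 298 were among the 470. CUST_14887 had a normalized log2 value of -5.99 ± 0.15 (SD, n = 3 arrays) at 0 h, -4.70 ± 0.28 (SD, n = 3) at 4 h and -5.76 ± 0.46 (SD, n = 3) at 9 h. Its log2 ratio was 1.30 (SE 0.26) at 4 h/0 h and -1.06 (SE 0.26) at 9 h/4 h, and neither change passed the adjustment (adjusted p = 0.195 and 0.330 from limma).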

In total, 508 DEGs, including 292 cold-inducible and 215 cold-repressed genes, were identified on our array; only one gene (CUST_14887) was up-regulated at 4 h/0 h but down-regulated at 9 h/4 h (Additional file 3). These represent about 3.5% of the total expressed cassava transcripts on the array. This result indicated that even for tropical crops (e.g., cassava), which have adapted to warm climates, possess a large amount of cold-responsive genes as other temperate plants (e.g., *Arabidopsis*). Therefore, the differences in the ability of tropical species and temperate species to tolerate cold might not totally be due to the amount of genes responsive to cold stress. Instead, we speculate that plants require to timely and coordinately mobilize the biological functions and regulatory networks of stress-responsive genes against stress. 

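The 470 probes called in any comparison were 2.37% of the 19815 tested. A test of any difference among the 3 time points (limma's moderated F test) was passed by 191 probes, or 0.964%. With the replicate block that count was 463, and with the slide as a block it was 18. It also depended on single arrays, and was 5 without 9 h-3, 11 without 0 h-2, 35 without 9 h-2, 42 without 0 h-3, 83 without 4 h-2, 114 without 0 h-1 and 115 without 9 h-1.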

Consistent with our observations, a recent study confirmed such scenario even between two close plant species [36].

### Gene ontology clustering of cold-regulated genes

To explore the biological functions of cold-responsive genes, a total of 20,840 sequences were used as a query to perform an alignment with *Arabidopsis *proteins. Of these, 20,450 sequences had hits with 11,995 *Arabidopsis *proteins, and 14,813 (about 71.8%) sequences had hits with 9,158 *Arabidopsis *proteins at an E value ≤ 1e-5. After searching the descriptions of the 508 DEGs, 319 queries had the highest homologies with annotated proteins according to The *Arabidopsis *Information Resource (TAIR), which accounted for 62.8% of the responsive genes (Additional file 4). To determine the detailed function of the 319 hits with *Arabidopsis *gene locus identifiers, a GO annotation was performed with the GO terms of TAIR (http://www.Arabidopsis.org/tools/bulk/go/index.jsp), in which 370 GO IDs were hit by 291 gene locus identifiers (Additional file 5). Therefore, functional clusters that were classified according to the three components ('Biological Process', 'Molecular Function', and 'Cellular Component') are presented and discussed (Additional files 6, 7, and 8, respectively). Based on the TAIR percent analysis, the categories of 'Response to abiotic and biotic stimulus' and 'Response to stress', 'Transcription factor activity', and 'Chloroplast' were the major cold-related GO Slims that strongly attracted our attention.

#### Cold-responsive genes related to 'Response to abiotic and biotic stimulus' and 'Response to stress'

In the GO terms of 'Biological Process', the categories of 'Response to abiotic and biotic stimulus' and 'Response to stress', both accounted for 13.36% of the total GOs, were suggested to be the most relevant to cold stress (Figure 3A). The largest proportions of 'Biological Process' terms were annotated as 'Other cellular processes' (48.09%), 'Other metabolic processes' (43.51%), 'Unknown biological process' (33.59%), and 'Other biological processes' (14.12%), indicating comprehensive changes in cassava gene expression (Figure 3A). In addition, 'Protein metabolism' was another noticeable major category (15.27%) supposed to be also involved in the cold stress response [37].

**Figure 3:**
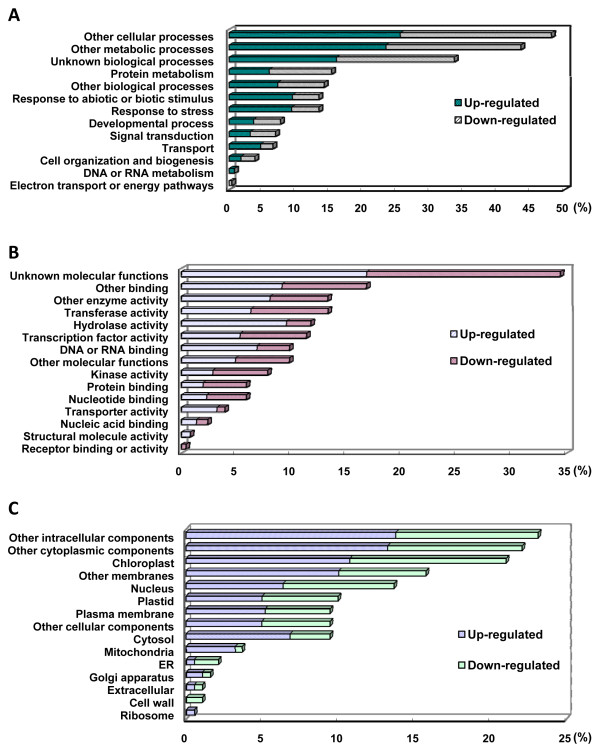
**TAIR percent of gene ontology (GO) terms for (A) 'Biological Process', (B) 'Molecular Function', and (C) 'Cellular Component' of cold up-regulated and down-regulated genes**.

There were 34 and 33 genes assigned to the GO terms of 'Response to abiotic and biotic stimulus' and 'Response to stress', respectively (Additional file 9). Because 27 genes were common in both categories, we combined the two categories for analysis and discussion (Table 1). Among the overlapping genes, 20 up-regulated genes and 7 down-regulated genes were included. 

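Of the 27 probes, 20 had a log2 ratio above 0 at 9 h/0 h and 7 below 0, and limma called 11 up-regulated and 4 down-regulated. As many as 25 of the 27 passed when adjusted over the list alone, but the study chose the list on these arrays, so this count is not independent evidence. The replicate block called 22.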

Their encoding proteins cover a wide range of biological functions, including transcription factor (TFs, e.g., AP2 domain transcription factor), protein kinases (e.g., proline extension-like receptor kinase 1), small heat shock proteins (e.g., heat shock protein 18.2), ROS scavenging enzymes [e.g., catalase 2 (*CAT2*)], fatty acid desaturases [e.g., fatty acid biosynthesis 2 (*SSI2*)], signaling molecular proteins (e.g., MAP kinase 4), programmed cell death (PCD)-related gene (e.g., chitinase), and genes involved in the gibberellin acid (GA) and jasmonic acid (JA) metabolism pathway [e.g., gibberellic acid insensitive (*GAI*)]. 

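CUST_2683, annotated as early flowering 4 (ELF4), had a normalized log2 value of -5.98 ± 0.25 (SD, n = 3 arrays) at 0 h, -5.49 ± 0.34 at 4 h and -1.90 ± 0.62 at 9 h. Its log2 ratio was 4.08 (SE 0.32, adjusted p = 0.00326) at 9 h/0 h and 3.59 (SE 0.32, adjusted p = 0.0437) at 9 h/4 h. The call at 9 h/0 h was kept with each array left out, while the call at 9 h/4 h was kept only without 9 h-1 (adjusted p up to 0.231). CUST_11786, annotated as a ubiquitin-protein ligase, had a log2 ratio of 3.58 (SE 0.41, adjusted p = 0.00650) at 9 h/0 h, from -5.96 ± 0.52 at 0 h to -2.39 ± 0.81 at 9 h (SD, n = 3). Its change at 4 h/0 h was 0.32, smaller than the SD at 0 h.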

Among the genes specifically related to the 'Response to abiotic and biotic stimulus', protein degradation genes (e.g., ubiquitin-protein ligase) and early flowering 4 were up-regulated. Meanwhile, genes involved in ABA signal transduction [e.g., ABA-responsive element binding protein 3 (AREB3)] and disease resistance protein (CC-NBS-LRR), which were down-regulated by cold, were uniquely identified in GO Slim as 'Response to stress' (Table 1). Most of these cold-responsive genes were either up-regulated or down-regulated at 9 h/0 h, except 4 genes encoding the calcium ion binding protein (TCH2), ethylene response transcription activator 2 (ERF2), MAP kinase kinase 9, and pseudo-response regulator 5. It is notable that 27 out of these 40 stress-associated genes were up-regulated, indicating that the up-regulation of cold-responsive transcripts by low temperature may play a crucial role in the stress tolerance of plants [38].

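CUST_10706, annotated as AREB3, fell from -0.20 ± 0.28 (SD, n = 3 arrays) at 0 h to -1.37 ± 0.32 (SD, n = 3) at 9 h, a log2 ratio of -1.16 (SE 0.23, adjusted p = 0.0383). It was not called with any 1 of the 9 arrays left out (adjusted p from 0.0543 to 0.135) or with the slide as a block (0.125). The CC-NBS-LRR probe, CUST_11310, had a log2 ratio of -0.99 (SE 0.14, adjusted p = 0.0130) at 9 h/0 h. All 3 arrays of 9 h lay below those of 0 h, but the change was under 2-fold and the probe was not called. Quantile normalization, median scaling and leaving out 0 h-1 or 0 h-2 took the change past 2-fold and called it (-1.02 at most with an array left out).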

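For TCH2 (CUST_17985), the log2 ratio was 2.14 (SE 0.69, adjusted p = 0.168) at 9 h/0 h. The SD at 0 h was 1.59 (n = 3), with 0.09 on 0 h-1 against -2.76 and -2.55 on the others. Without 0 h-1 the log2 ratio was 3.06 and the probe was called (adjusted p = 0.0129). ERF2 (CUST_14955) rose by 3.23 (SE 0.90, adjusted p = 0.114) at 9 h/0 h and by 3.36 (SE 0.90, adjusted p = 0.386) at 9 h/4 h, and the former was called with the replicate block (adjusted p = 0.0499) but not with the slide as a block (0.222). MAP kinase kinase 9 (CUST_7141) had log2 ratios of 0.96 (SE 0.34, adjusted p = 0.208) and 1.40 (SE 0.34, adjusted p = 0.340) in these comparisons, and pseudo-response regulator 5 (CUST_12768) had 0.98 (SE 0.24, adjusted p = 0.0718) and 1.26 (SE 0.24). For each of the 4 genes, every array of 9 h was above every array of 4 h.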

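Every log2 ratio that Table 1 lists for the 40 probes had the same direction here. In the comparison of 9 h/0 h, 27 had a log2 ratio above 0 and 13 below 0, with a median of 1.42 and a range from -1.92 to 4.70. Limma called 17 up-regulated and 7 down-regulated over all tested probes, and the replicate block called 32. The count adjusted over the list alone was 35, which is not independent evidence because the study chose the list on these arrays. Limma called 0 of them at 4 h/0 h (5 adjusted over the list alone), where 25 were above 0 and 15 below 0.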

**Table 1:** Low temperature responsive transcripts related to 'Response to abiotic and biotic stimulus' and 'Response to stress'

Probe Name	Description	4 h/0 h	9 h/0 h	9 h/4 h	AGI Locus	E Value
				
		Log_2 _Ratio				
**'Response to abiotic and biotic stimulus' and 'Response to stress'**						
CUST_2332	AP2 domain transcription factor	-	4.02	-	AT4G34410	1.60E-23
CUST_14118	SSI2 (fatty acid biosynthesis 2)	2.31	3.69	1.38	AT2G43710	1.80E-57
CUST_12833	alpha-crystallin domain 31.2	-	2.73	2.33	AT1G06460	5.80E-21
CUST_12238	MAP kinase 4	-	2.55	-	AT4G01370	1.30E-16
CUST_5259	proline extensin-like receptor kinase 1	1.18	2.46	1.28	AT3G24550	3.40E-29
CUST_11123	heat shock protein 18.2	-	2.23	1.59	AT5G59720	2.10E-48
CUST_8810	Bet v I allergen family protein	1.81	2.16	-	AT5G28010	4.90E-06
CUST_7667	chitinase	-	2.04	-	AT3G12500	1.50E-11
CUST_11923	MEE14 (maternal effect embryo arrest 14)	-	1.85	1.81	AT2G15890	3.40E-42
CUST_6563	MLP-like protein 31	-	1.72	-	AT1G70840	1.00E-43
CUST_15946	MLP-like protein 31	-	1.42	-	AT1G70840	2.30E-38
CUST_11303	MLP-like protein 34	-	1.42	-	AT1G70850	2.60E-24
CUST_3534	Jasmonic acid carboxyl methyltransferase	-	1.18	-	AT1G19640	5.40E-40
CUST_10998	MLP-like protein 423	-	1.14	-	AT1G24020	2.00E-10
CUST_12659	beta-ketoacyl-CoA synthase	-	1.11	-	AT5G43760	1.40E-63
CUST_3051	CAT2 (catalase 2)	-	1.11	1.01	AT4G35090	7.60E-76
CUST_14725	heat shock protein 17.4	-	1.06	-	AT3G46230	4.10E-33
CUST_17985	TCH2 (calcium ion binding protein)	-	-	1.09	AT5G37770	2.10E-39
CUST_14955	ERF2 (ethylene response transcription activator 2)	-	-	3.35	AT5G47220	1.50E-33
CUST_7141	MAP kinase kinase 9	-	-	1.46	AT1G73500	1.70E-42
CUST_14327	RING-H2 finger A2A zinc ion binding	-	-1.04	-	AT1G15100	5.40E-14
CUST_13235	GAI (gibberellic acid insensitive) transcription factor	-	-1.07	-	AT1G14920	2.00E-108
CUST_14166	GSTU19 (glutathione transferase)	-	-1.12	-	AT1G78380	1.90E-70
CUST_9208	UDP-glucosyltransferase	-	-1.25	-	AT4G01070	8.80E-42
CUST_6759	MYB family transcription factor	-	-1.49	-	AT1G49010	9.30E-41
CUST_5609	RING-H2 finger A2A zinc ion binding	-	-1.97	-	AT1G15100	6.70E-39
CUST_18370	CBL-interacting protein kinase 25	-	-2.03	-	AT5G25110	9.90E-17
**'Response to abiotic and biotic stimulus'**						
CUST_2683	early flowering 4	-	4.01	3.64	AT2G40080	1.00E-25
CUST_4383	gibberellin 2-beta-dioxygenase	-	3.63	-	AT1G30040	4.70E-51
CUST_11786	ubiquitin-protein ligase	-	3.48	3.32	AT1G68050	8.90E-60
CUST_12768	pesudo-response regulator 5	-	-	1.31	AT5G24470	2.80E-20
CUST_14809	SIGB (SIGMA FACTOR B)	-	-1.03	-	AT1G08540	5.30E-20
CUST_14095	polyubiquitin 3 protein binding	-	-1.05	-	AT5G03240	8.90E-17
CUST_11479	zinc ion binding	-	-1.18	-1.01	AT1G52520	1.00E-72
**'Response to stress'**						
CUST_8448	peroxidase 72	-	3.42	2.57	AT5G66390	3.90E-35
CUST_8771	Homolog of yeast autophagy 18	-	2.24	-	AT3G62770	2.80E-63
CUST_11592	ozone-responsive stress-related protein	-	1.72	-	AT1G01170	7.10E-27
CUST_10706	ABA-responsive element binding protein 3	-	-1.18	-	AT3G56850	1.20E-35
CUST_11310	disease resistance protein (CC-NBS-LRR)	-	-1.18	-	AT1G61190	6.40E-06
CUST_18065	ABA-responsive element binding protein 3	-	-1.22	-	AT3G56850	2.30E-20

**Notes: **Low temperature responsive genes are grouped to 'Response to abiotic and biotic stimulus' and 'Response to stress' based on the GO annotation. Positive and negative values of Log_2 _Ratio are either up- or down-regulated genes in the three pair-comparisons. No significant fold changes are indicated by "-".

Of their homologous genes in *Arabidopsis*, the MAP kinase 4, beta-ketoacyl-CoA synthase, *CAT2*, and *TCH2 *were previously reported to be involved in the cold stress response process. For example, MAP kinase 4, which is required for cytokinesis, was implicated in cold and salt stress tolerance [39]; beta-ketoacyl-CoA synthase, which is involved in the biosynthesis of VLCFA (very long chain fatty acids), was also responsive to cold and other osmotic stresses [40]. CAT2, a target of plastid, could increase its transcript abundance in response to cold stress [41]. TCH2 has been implicated in calcium signaling in response to diverse stimuli, such as cold, light, pathogens, and touch [42]. 

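Gibberellin 2-beta-dioxygenase (CUST_4383) had a normalized log2 value of -5.22 ± 1.01 (SD, n = 3 arrays) at 0 h, -4.36 ± 0.91 at 4 h and -1.68 ± 1.29 at 9 h. The log2 ratio at 9 h/0 h was 3.54 (SE 0.75, adjusted p = 0.0485), and every array of 9 h was above every array of 0 h. The call was kept with the replicate block (adjusted p = 0.0139) but not with the slide as a block (0.107), with quantile normalization or with any 1 of the 9 arrays left out (0.0553 to 0.156 for the last).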

Gibberellin 2-beta-dioxygenase, which degrades active GAs, is involved in cold response [43] and up-regulation of its transcript implied that GA level may be reduced under cold stress. Additionally, calcineurin B-like (CBL)-interacting protein kinase, which has protein serine/threonine kinase activity, has been reported to be involved in the defense response to fungus [44]. These results revealed that there are considerable conserved and common components in cold stress response mechanisms across plant species, including temperate and tropical plants.

Besides, a large number of genes with known function were firstly identified in the cold response. The AP2 domain transcription factor (CUST_2332), a member of the ERF (ethylene response factor) subfamily B-3 of ERF/AP2 transcription factor family, has been reported involved in response to fungus and chitin in *Arabidopsis*. 

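For CUST_2332, the log2 ratio at 9 h/0 h was 4.70 (SE 1.15), or 26.1-fold, and it was not called (adjusted p = 0.0777 from limma). This ratio is a difference of mean log2 values, while the paper's listed ratios compare mean intensities. The 2 measures can differ where replicates spread widely. The 3 arrays of 9 h lay above those of 0 h, but the spread at 0 h was wide, -3.04 ± 2.33 (SD, n = 3), against 0.52 ± 0.91 at 4 h and 1.67 ± 1.47 at 9 h. The replicate block, which removes differences between the collections, called it (adjusted p = 0.0112, from 0.0112 to 0.225 over the limma alternatives). Without 0 h-1 its log2 ratio was 6.05 and it was called (adjusted p = 0.0186).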

In this study, the transcript abundance of the AP2 domain transcription factor was up-regulated 16-fold by cold, indicating that it may play a significant role in the regulation of novel signaling pathways to enhance cassava cold tolerance. 

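SSI2 (CUST_14118) rose from -6.60 ± 0.38 (SD, n = 3 arrays) at 0 h to -4.23 ± 0.71 at 4 h and -2.73 ± 0.34 at 9 h. Its log2 ratio was 3.87 (SE 0.37, adjusted p = 0.00381), or 14.6-fold, at 9 h/0 h, and the call was kept under each alternative of the limma fit (adjusted p up to 0.0253). The change at 4 h/0 h was 2.36 (SE 0.37, adjusted p = 0.0778).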

The expression of a stearoyl-ACP desaturase gene *SSI2*, which involves in fatty acid desaturation, was up-regulated almost 10-fold under cold stress. This change suggested that the gene might be participated in altering membrane lipid composition to enhance membrane fluidity. Maternal effect embryo arrest 14 (*MEE14*), which required for embryonic development ending in seed dormancy, was also highly induced in this study. 

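The MEE14 probe, CUST_11923, had a log2 ratio of 1.86 (SE 0.33, adjusted p = 0.0274) at 9 h/0 h, with -2.46 ± 0.38 (SD, n = 3 arrays) at 0 h, -2.33 ± 0.31 at 4 h and -0.60 ± 0.60 at 9 h. The call was lost without 0 h-2, 0 h-3, 9 h-2 or 9 h-3 (adjusted p up to 0.104) and with the slide as a block (0.0700).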

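Among the probes for early flowering 4, gibberellin 2-beta-dioxygenase and pseudo-response regulator 5, the last was the least changed, at -0.66 ± 0.26 (SD, n = 3 arrays) at 0 h, -0.93 ± 0.09 at 4 h and 0.33 ± 0.41 at 9 h. Limma did not call it in any comparison, and with the replicate block its adjusted p at 9 h/0 h was 0.0242 with a change under 2-fold. No untreated shoots of 4 or 9 h are among the 9 arrays, so an effect of the time of day cannot be separated from that of the cold.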

Interestingly, three transcripts (early flowering 4, gibberellin 2-beta-dioxygenase, and pseudo-response regulator 5) that respond to red or far-red light in *Arabidopsis *were cold-inducible, indicating a crosstalk between light signaling and cold stress response.

In addition, a large number of genes with unknown function were also firstly recorded as cold responsive genes. For instance, four members of MLP-like protein (CUST_6563, CUST_15946, CUST_11303, and CUST_10998) were all up-regulated by 9 h cold treatment. 

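CUST_15946 had a log2 ratio at 9 h/0 h of 1.47 (SE 0.31, adjusted p = 0.0488), CUST_6563 2.04 (SE 0.49, adjusted p = 0.0733), CUST_11303 1.50 (SE 0.35, adjusted p = 0.0693) and CUST_10998 1.25 (SE 0.35, adjusted p = 0.114), with 3 arrays at each time point. Only the first was called, and it kept its call only without 0 h-1 (adjusted p from 0.0465 to 0.157 with 1 array left out). Without 0 h-1, CUST_6563 (adjusted p = 0.0436) and CUST_10998 (1.61, adjusted p = 0.0470) were called as well. The replicate block called CUST_15946 (adjusted p = 0.0148), CUST_6563 (0.00807) and CUST_11303 (0.0161) but not CUST_10998 (0.0750).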

Alpha-crystallin domain 31.2, Bet v I allergen family protein, and homology of yeast autophagy 18 were highly induced more than 5-fold by cold. 

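The alpha-crystallin domain protein (CUST_12833) had a log2 ratio of 2.97 (SE 0.34, n = 3 arrays per time point, adjusted p = 0.00669) at 9 h/0 h, and its call was kept with each array left out. The Bet v I allergen family protein (CUST_8810) and yeast autophagy 18 (CUST_8771) had 2.32 (SE 0.48, adjusted p = 0.0460) and 2.49 (SE 0.49, adjusted p = 0.0382). Neither was called with the slide as a block (adjusted p = 0.0947 and 0.0700). CUST_8810 kept its call only without 0 h-1 or 4 h-1 (adjusted p up to 0.135 with other arrays left out), and CUST_8771 only without 4 h-1 or 4 h-3 (up to 0.115). Quantile normalization did not call CUST_8771 either.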

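The RING-H2 finger A2A probes CUST_14327 and CUST_5609 had log2 ratios of -1.00 (SE 0.21, adjusted p = 0.0494) and -1.92 (SE 0.38, adjusted p = 0.0382) at 9 h/0 h, with 3 arrays at each time point. CUST_14327 was not called with any 1 array left out (adjusted p from 0.0546 to 0.169), and CUST_5609 kept its call only without 0 h-1, 4 h-2 or 4 h-3 (up to 0.129). With the slide as a block neither was called (adjusted p = 0.184 and 0.150).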

Two members of RING-H2 finger A2A zinc ion binding proteins were also found to be down-regulated. Taken together, cassava might evolve not only conserved but also specific molecular mechanisms related to stress signaling and response.

#### Transcription factors response to cold stress

For the 'Molecular Function' GO terms, 'Transferase activity', 'Hydrolase activity', and 'Transcription factor activity' were the three major categories. They accounted for 13.28%, 11.72%, and 11.33% of the total GOs, respectively (Figure 3B). Among them, genes associated with 'Transcription factor activity' may be central regulators involved in early cold signal transduction that trigger a cascade of downstream gene expression.

Transcription factors (TFs) play a significant role in plant development and stress tolerance [38]. To identify the transcription factors involved in the cold stress response, we surveyed the biological functions of putative TFs that were differentially expressed in cassava under the cold treatment. A total of 32 genes were identified as TFs when the 319 identifiers were annotated in TAIR. 

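For the 32 probes in Table 2, the direction of each listed log2 ratio was the one found here. For 9 h/0 h, 15 probes had a log2 ratio above 0 and 17 below 0, from -1.69 to 4.71, and limma called 6 up-regulated and 4 down-regulated. It called 0 of the 32 at 4 h/0 h and at 9 h/4 h. When adjusted over the list alone, 29 passed at 9 h/0 h, 2 at 4 h/0 h and 12 at 9 h/4 h, which is not independent evidence because the study chose the list on these arrays. Called at 9 h/0 h with the replicate block were 27.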

The number of up-regulated TFs (15) was nearly equal to the number of down-regulated ones (17), suggesting that both transcriptional activation and repression are involved. The *Arabidopsis *genome has more than 2,657 predicted TFs belonging to 81 gene families in the Plant Transcription Factor Database (PlnTFDB, http://plntfdb.bio.uni-potsdam.de/v3.0/index.php?sp_id=ATH) [45]. According to this classification, 31 cold-responsive transcription factors fell into 17 families, except 1 (CUST_19860) with non-classification (Table 2), and they were annotated with the detailed GO Slims (Additional file 10). In *Arabidopsis*, at least five TF families have been reported to be involved in the cold stress response process, including AP2-EREBP (APETALA2/ET-Responsive Element Binding Protein), MYB (Myeloblastosis), NAC (NAM, ATAF1/2, CUC2), bHLH (basic Helix-Loop-Helix), and WRKY (named after the WRKY amino acid motif) [46].

**Table 2:** Responsive transcription factors during the process of low temperature treatment in cassava apical shoots

Family	Probe Name	Description	4 h/0 h	9 h/0 h	9 h/4 h	AGI Locus	E Value
					
			log_2 _Ratio				
AP2-EREBP	CUST_18605	RAP2.11	2.96	4.59	-	AT5G19790	1.40E-06
	CUST_2332	AP2 domain transcription factor	-	4.02	-	AT4G34410	1.60E-23
	CUST_14955	ERF2 (ethylene response transcription activator)	-	-	3.35	AT5G47220	1.50E-33
	CUST_20765	AP2 domain transcription factor	-	2.02	-	AT1G21910	4.70E-29
	CUST_5161	RAP2.4	-	-	1.15	AT1G78080	8.30E-32
	CUST_2192	ERF9 transcription repressor	-1.51	-	-	AT5G44210	1.00E-21
AUX/IAA	CUST_13515	IAA16 transcription factor	-	-1.55	-1.10	AT3G04730	4.30E-77
ABI3-VP1	CUST_3699	B3 family transcriptional factor	-	-	1.27	AT4G01580	1.80E-17
bZIP	CUST_10706	ABA-responsive element binding protein 3	-	-1.18	-	AT3G56850	1.20E-35
	CUST_18065	ABA-responsive element binding protein 3	-	-1.22	-	AT3G56850	2.30E-20
C2H2	CUST_4530	ZFP5 (ZINC FINGER PROTEIN 5)	-	1.50	-	AT1G10480	9.70E-19
	CUST_12461	C2H2-type zinc finger ZAT-12 like	-	-	2.41	AT2G28710	1.60E-25
C3H	CUST_18218	zinc finger (CCCH-type) family protein	-	-1.05	-	AT4G29190	5.00E-77
G2-like	CUST_13281	PCL1 (PHYTOCLOCK 1)	-	1.62	-	AT3G46640	1.60E-21
	CUST_3593	PCL1 (PHYTOCLOCK 1)	-	1.55	-	AT3G46640	4.90E-35
GRAS	CUST_13235	GAI transcription factor	-	-1.07	-	AT1G14920	2.00E-108
	CUST_7817	scarecrow transcription factor	-	-1.09	-	AT5G66770	1.50E-39
	CUST_12751	SCL5 transcription factor	-	-1.39	-	AT1G50600	2.90E-10
	CUST_10812	scarecrow transcription factor	-	-1.52	-	AT5G66770	8.90E-38
	CUST_6129	scarecrow-like transcription factor 9	-	-	-1.00	AT2G37650	2.90E-15
HSF	CUST_18574	heat shock transcription factor A8	-	2.14	1.74	AT1G67970	1.20E-17
	CUST_14028	heat shock transcription factor C1	-	1.35	1.54	AT3G24520	9.90E-77
JUMONJI	CUST_15293	jumonji domain transcription factor	-	1.85	-	AT4G00990	3.50E-09
LIM	CUST_14929	WLIM1 transcription factor	-	1.21	-	AT1G10200	2.20E-86
MYB	CUST_9065	MYB73	-	-	2.01	AT4G37260	9.60E-25
	CUST_6759	myb family transcription factor	-	-1.49	-	AT1G49010	9.30E-41
MYB-related	CUST_10013	CPC (CAPRICE) transcription factor	-	-1.68	-1.04	AT2G46410	4.10E-12
NAC	CUST_17347	NAC domain transcription factor	-	-1.34	-	AT5G13180	2.60E-14
Sigma70-like	CUST_14809	SIGMA FACTOR B	-	-1.03	-	AT1G08540	5.30E-20
TCP	CUST_7714	PTF1 (PLASTID TRANSCRIPTION FACTOR 1)	-	-1.26	-	AT3G02150	2.00E-12
WRKY	CUST_16901	WRKY7 transcription factor	-	-1.50	-	AT4G24240	2.60E-34
Unclassified	CUST_19860	salt tolerance during germination 1	-1.38	-1.17	-	AT4G31720	5.10E-09

**Notes: **Positive and negative values of Log_2 _Ratio are either up- or down-regulated genes in the three pair-comparisons. No significant fold changes are indicated as "-".

In our study, AP2-EREBP, MYB, and GRAS were the three major TF families, containing six, five, and five genes of the 32 cold-responsive TFs, respectively. 

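Limma called 2 of the 6 AP2-EREBP probes, 2 of the 5 MYB, MYB-related and G2-like probes and 0 of the 5 GRAS probes at 9 h/0 h. The replicate block called 4 of the 6, 4 of the 5 and 4 of the 5.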

The AP2-EREBP family plays a major role in the early stages of the cold response, as evidenced by many well-characterized DREBs/CBFs cold regulatory pathway. CBF proteins, belonging to A-1 subfamily of ERF/AP2 TF family, are major regulators that function in activating cold-regulated effectors in *Arabidopsis *and other plants [15]. In our study, all members of AP2-EREBP family are grouped to different subfamilies of ERF/AP2 TF family. For instance, *RAP2.11, ERF2*, AP2 domain transcription factor (CUST_20765), and *RAP2.4 *encode members of B-6, B-3, A-5, and A-6 subfamilies of ERF/AP2 TF family, respectively. Some members have been reported to show response to cold stress in *Arabidopsis*, such as *RAP2.11 *and *RAP2.4 *[47,48]. However, others were firstly identified to be involved in cold response, such as AP2 domain TF (CUST_2332) and *ERF2*. Importantly, most members of this family were highly induced at 9 h during cold treatment, which was confirmed by real-time RT-PCR (Figure 4A), suggesting a relatively delay in triggering transcriptional cascades in the cold response of cassava. 

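On the arrays, 5 of the 6 AP2-EREBP probes were higher at 9 h than at 0 h, with every array of 9 h above every array of 0 h. RAP2.11 (CUST_18605) was at background at 0 h and rose at least 26.2-fold by 9 h (log2 ratio 4.71, SE 0.50, adjusted p = 0.00528), a call kept with each array left out. CUST_20765 rose by 2.26 (SE 0.48, adjusted p = 0.0485), kept its call only without 4 h-1 or 4 h-3 (adjusted p up to 0.170) and lost it with the slide as a block (0.188) and with quantile normalization. RAP2.4 (CUST_5161) rose by 1.04 (SE 0.26, adjusted p = 0.0816) and was not called. All 6 were higher at 9 h than at 4 h by 0.75 to 3.36, but limma called 0 of the 6 at 9 h/4 h, and 4 passed when adjusted over the list alone, in a list that the study chose on these arrays.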

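ERF9 (CUST_2192) had a normalized log2 value of 2.61 ± 0.86 (SD, n = 3 arrays) at 0 h, 0.97 ± 0.37 at 4 h and 1.71 ± 0.60 at 9 h. The log2 ratio was -1.64 (SE 0.46, adjusted p = 0.642) at 4 h/0 h and -0.89 (SE 0.46, adjusted p = 0.383) at 9 h/0 h. None of the limma alternatives with adjusted p called it at 4 h/0 h (lowest adjusted p, 0.0805).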

Only the ERF9 transcription repressor was down-regulated after 4 h under cold stress. An earlier study had reported that its homologous gene (AT5G44210) of *ERF9 *also experienced a significant decrease in its expression after exposure to heat and freezing in *Arabidopsis *[49]. 

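CUST_6694 had a normalized log2 value of -1.79 ± 2.74 (SD, n = 3 arrays) at 0 h, 0.04 ± 1.32 at 4 h and 2.42 ± 1.45 at 9 h. The log2 ratio at 9 h/0 h was 4.20 (SE 1.33, unadjusted p = 0.0124, adjusted p = 0.162 from limma) and the probe was not called. Replicate 1 was the highest at 0 h (1.35 against -3.03 and -3.68 in replicates 2 and 3) and at 9 h (3.98 against 2.14 and 1.13), so that 0 h-1 was above 9 h-3. The replicate block called the probe at an adjusted p of 0.0337 (0.0337 to 0.383 over the limma alternatives). Without 0 h-1 the log2 ratio was 5.77 (adjusted p = 0.0339), again called. It stayed between 3.26 and 4.85 with any other array left out, and was not called.

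**Figure D3:**
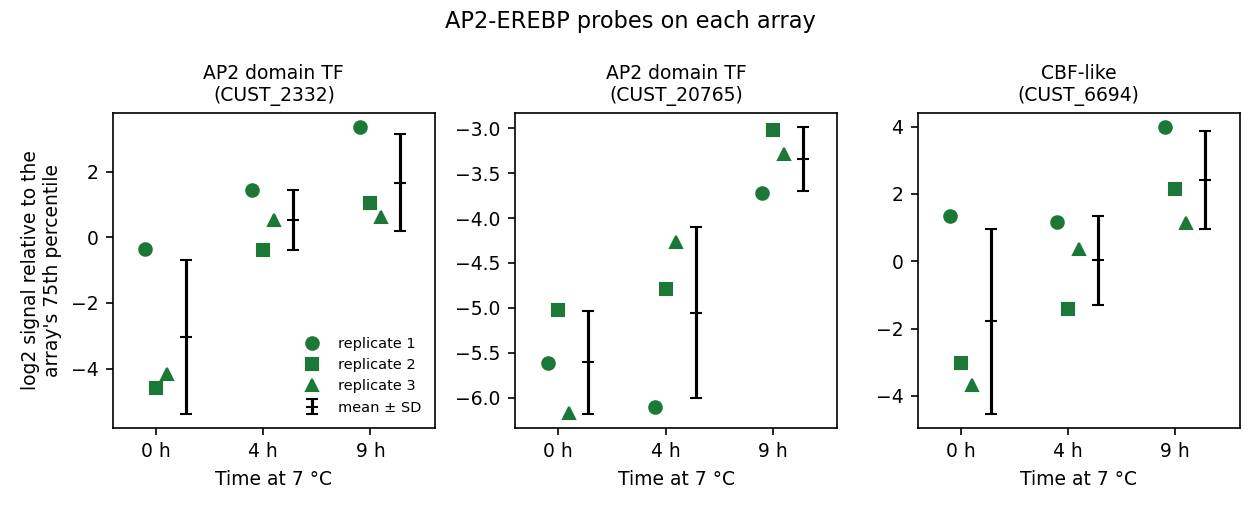
Log2 signal relative to the array's 75th percentile for CUST_2332, CUST_20765 and CUST_6694 on each of the 9 arrays at 0, 4 and 9 h, with 1 symbol per replicate number and bars for the mean ± SD (n = 3). For CUST_6694 the values at 0 h spread from -3.68 to 1.35.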

One of CBF homologous gene (CUST_6694, hereafter *CBF*-like) was found to be up-regulated following 9 h cold treatment. Due to a high *P *value (0.99), it was excluded from the analysis under our standard (*P *value ≤ 0.05). Such scenario indicates that the timely response of DREB/CBF pathway to cold might be variable among different species. Indeed, its cold-induced expression at 9 h following cold treatment, together with most of the AP2-EREBP family factors, was verified by real-time RT-PCR (Figure 4A, B). Therefore, based on our analysis, we speculated that cassava might mount a relatively slow mobilization of stress-related regulators and their downstream genes after exposure to cold, rendering cassava vulnerable to cold stress. Additionally, the transcript of an Inducer of CBF Expression 1 (ICE1)-like gene of cassava was found to be unchanged (Figure 4B). In *Arabidopsis *and other plants, *ICE*s have been reported to be constitutively expressed [50].

**Figure 4:**
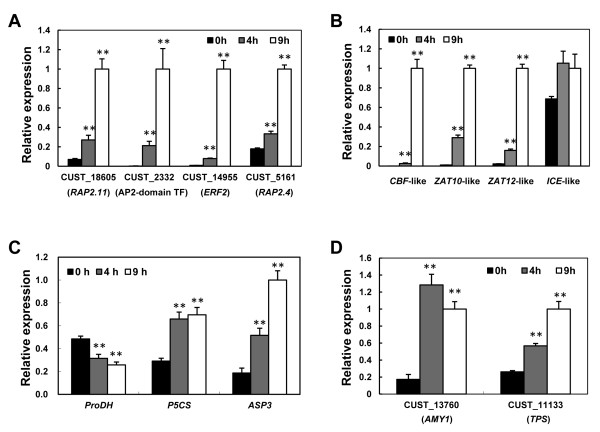
**Expression patterns of important transcripts in response to cold stress at 0, 4, and 9 h by real-time RT-PCR analysis**. (**A**) Members of AP2-EREBP transcription factor family. (**B**) *CBF*-like gene and its upstream regulons. (**C**) *ProDH, P5CS*, and *ASP3 *engaged in 'Proline metabolism'. (**D**) *AMY1 *and *TPS *participated in 'Starch and sucrose metabolism'. The double asterisks indicate a statistically significant difference (p < 0.01) for the data of the stress-treated samples compared to those of the unstressed samples.

A comprehensive expression analysis of MYB TFs demonstrated that almost all MYB TFs are responsive to stresses or hormones [51]. In our study, five MYB or MYB-related family members showed differential expression, with 3 cold-inducible and 2 cold-repressed. 

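Limma called CUST_13281 at 9 h/0 h (log2 ratio 1.78, SE 0.31, adjusted p = 0.0259) and CUST_10013 (-1.69, SE 0.23, adjusted p = 0.0108), with 3 arrays per time point. CUST_13281 kept its call only without 0 h-3, 4 h-1 or 4 h-3 (adjusted p up to 0.102), and CUST_10013 lost it without 0 h-3 (0.0501). CUST_3593 (1.80, SE 0.50, adjusted p = 0.114) and CUST_6759 (-1.49, SE 0.42, adjusted p = 0.120) were not called, and among the limma alternatives with adjusted p only the replicate block called them (adjusted p = 0.0335 and 0.0106). CUST_9065 rose by 1.23 (SE 0.47, adjusted p = 0.239) at 9 h/0 h and by 1.99 (SE 0.47, adjusted p = 0.324) at 9 h/4 h.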

Two transcripts, encoding *PCL1 *with a single myb DNA-binding domain, were required for circadian rhythms [52], and the other three MYB/MYB-related transcription factors were responsive to a diverse of hormone treatments in *Arabidopsis *[53]. Differential expression of MYB TFs implies that other environmental or hormonal pathways may be involved in cold response in cassava. Furthermore, the up-regulation of the CUST_3593 transcript (*PCL1*) was also validated by real-time RT-PCR. Members of the GRAS gene family encode transcriptional regulators that have diverse functions in plant growth and development, such as gibberellin signal transduction, root radial patterning, and axillary meristem formation [54]. Although the *Arabidopsis *genome encodes at least 33 GRAS protein family members, few GRAS proteins have been characterized thus far [55]. It is worth noting that all GRAS family members were down-regulated on the array (Table 2), suggesting that cold stress inhibit plant growth and conserve energy to adapt to the adverse environment [56]. Similarly, HSF TFs were reported to be involved in the response to heat and other abiotic stresses [38,57]. 

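All 5 GRAS probes had lower values at 9 h than at 0 h on every array, by -1.52 (CUST_10812), -1.23 (CUST_12751), -1.12 (CUST_13235, GAI), -1.01 (CUST_7817) and -0.64 (CUST_6129) on the log2 scale, with SEs of 0.19 to 0.36 (n = 3 arrays per time point). Limma called 0 of them over all tested probes (adjusted p from 0.0516 to 0.125), and 5 had an unadjusted p under 0.05. Over the 5 probes as a list (adjusted over the list alone), 4 passed at 2-fold, though the study chose them on these arrays. The replicate block called 4 and not CUST_6129, and quantile normalization called CUST_12751, CUST_13235 and CUST_7817.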

The microarray analysis also showed the inducible expression of heat shock transcription factor A8 and C1 following cold treatment (Table 2). 

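HSFA8 (CUST_18574) had a log2 ratio of 2.30 (SE 0.34, n = 3 arrays per time point, adjusted p = 0.0154) at 9 h/0 h. Its call was lost without 0 h-2, 0 h-3 or 9 h-2 (adjusted p up to 0.0714) and with the slide as a block (0.0700). HSFC1 (CUST_14028) had 1.42 (SE 0.31, adjusted p = 0.0527) and was called with the replicate block (adjusted p = 0.0414), with quantile normalization and without 0 h-1 (0.0361). The changes at 4 h/0 h were 0.54 and -0.12, and neither was called.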

Interestingly, A8 was also found to be induced in response to low temperatures in potato and *Arabidopsis *[36]. The induction of heat shock TFs and heat shock proteins (Table 1) revealed that cold and heat stresses may share common responsive elements. The majority of WRKY family TFs is known to be responsive to biotic and/or abiotic stress, despite the fact that most research has focused on the role of these genes in plant-pathogen interactions [58]. WRKY7, known to encode a novel CaM-binding transcription factor of the WRKY group IId in *Arabidopsis *[59], was also found to have differential expression in our study. This might indicate a crosstalk between cold stress response and plant-pathogen interaction in cassava.

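WRKY7 (CUST_16901) fell from 2.71 ± 0.21 (SD, n = 3 arrays) at 0 h to 1.87 ± 0.24 at 4 h and 1.17 ± 0.36 at 9 h. The log2 ratio at 9 h/0 h was -1.54 (SE 0.23, adjusted p = 0.0154). The call was lost without 0 h-2 or 9 h-2 (adjusted p up to 0.0639) and with the slide as a block (0.0640).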

In addition to the above-mentioned TFs, we found two AREBs that were cold-repressed in our study. These factors belonged to group A bZIP transcription factors, which play a role in plant pathogen responses, light signaling, and ABA and abiotic stress signaling, and were induced by salt and ABA in *Arabidopsis *[60]. 

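The second probe annotated as AREB3, CUST_18065, had a normalized log2 value of 2.43 ± 0.40 (SD, n = 3 arrays) at 0 h, 1.92 ± 0.30 at 4 h and 1.17 ± 0.41 at 9 h. Its log2 ratio at 9 h/0 h was -1.26 (SE 0.29, adjusted p = 0.0610), and it was called with the replicate block (adjusted p = 0.0457, from 0.0290 to 0.200 over the limma alternatives).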

The zinc finger family has been demonstrated to be involved in the cold response in *Arabidopsis *[38]. 

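The C2H2 probes CUST_4530 (ZFP5) and CUST_12461 (ZAT12-like) had log2 ratios of 1.63 (SE 0.36, adjusted p = 0.0596) and 2.41 (SE 0.76, adjusted p = 0.163) at 9 h/0 h, and the C3H probe CUST_18218 had -1.04 (SE 0.24, adjusted p = 0.0639), with 3 arrays per time point. None was called by limma as fitted to all 9 arrays. The replicate block called all 3 (adjusted p = 0.0109, 0.0284 and 0.0143). CUST_4530 was also called without 9 h-1 (2.02, adjusted p = 0.0227) and CUST_12461 without 0 h-1 (3.32, adjusted p = 0.0316).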

In our study, we found 3 probes that fell into 2 subfamilies of the zinc finger family (C2H2 and C3H), including 2 up-regulated and 1 down-regulated genes. Zinc finger proteins involve in ROS and abiotic stress signaling in *Arabidopsis *[61]. The C2H2-type zinc finger protein gene *ZAT12*-like was induced not only by cold stress, but also by PEG and salt stress, as illustrated by our real-time RT-PCR results (Figure 4B). This indicates that cassava needs to trigger the expression of ROS-scavenging genes to adapt oxidative stress. The plant-specific NAC transcription factor family has been implicated in plant development processes, such as shoot apical meristem (SAM) maintenance and organ differentiation [62], as well as biotic and abiotic stress responses [63]. We found only one transcript encoding for the NAC domain transcription factor, which was down-regulated on the array. In addition, five novel transcription factor families (ABI3-VP1, JUMONJI, LIM, Sigma70-like, and TCP) were also identified. 

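The NAC probe, CUST_17347, was dim, well above background on all 3 arrays of 0 h, 2 of 4 h and 1 of 9 h. Its log2 ratio at 9 h/0 h was -1.08 (SE 0.34, adjusted p = 0.154), with every array of 9 h below every array of 0 h. It was not called, and among the limma alternatives with adjusted p only the replicate block called it (adjusted p = 0.0394, from 0.0394 to 0.368 over the limma alternatives).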

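Limma called the ABI3-VP1 probe CUST_3699 at 9 h/0 h (log2 ratio 2.99, SE 0.61, adjusted p = 0.0418) and the LIM probe CUST_14929 (1.32, SE 0.19, adjusted p = 0.0138), with 3 arrays per time point. CUST_3699 kept its call only without 0 h-1 or 0 h-2 (adjusted p up to 0.151), and CUST_14929 lost it without 0 h-2, 0 h-3 or 9 h-2 (up to 0.0630). With the slide as a block neither was called (adjusted p = 0.172 and 0.0700). The JUMONJI probe CUST_15293, at background at 0 h, rose at least 4.00-fold (adjusted p = 0.0758) and was called only with the replicate block among the limma alternatives with adjusted p and all 9 arrays. The TCP probe CUST_7714 fell by 1.28 on the log2 scale (SE 0.29, adjusted p = 0.0584) and was called with the replicate block (0.0313). The Sigma70-like probe CUST_14809 had a log2 ratio of -0.86 (SE 0.26, adjusted p = 0.134) and was not called.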

Their homologous genes in other plant species have not yet been reported in response to cold stress, suggesting that these genes might be specific to cassava and are attractive targets for further functional characterization.

#### Cold-responsive genes related to 'Chloroplast'

The category of 'Chloroplast' was an abundant and important GO Slim. It accounted for 21.06% of total GOs in 'Cellular Component' (Figure 3C, Additional file 11), indicating that a great number of chloroplast-associated genes changed their expression to adapt to cold. This result suggests that the chloroplast might be one of the major organelles affected, as supported by the observation of damaged chloroplasts in cold-stressed leaves (Figure 1C). Although the differential expression of chloroplast-related genes might also be affected by other environmental changes on cassava plants during the treatment, i.e. light change, low temperature was the dominant factor in this study.

Chloroplast is an important organelle unique to plant cells and is the site of photosynthesis. In previous reports, cold stress could reduce the rate of photosynthesis by interfering with the function of many photosynthesis-related proteins [64]. 

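In Table 3, 22 of the 43 probes had a log2 ratio at 9 h/0 h above 0 and 21 below 0, from -2.05 to 5.33, each in the listed direction. The printed Table 3 lacks CUST_3978, which has the highest of these ratios. It was taken from Additional file 11 and is counted with Table 3 throughout. Limma called 18 up-regulated and 4 down-regulated over all tested probes, and 0 at 4 h/0 h or 9 h/4 h. After adjustment within Table 3 (adjusted over the list alone), 40 passed at 9 h/0 h, 11 at 4 h/0 h and 14 at 9 h/4 h, which is not independent evidence because the study chose the list on these arrays. Called at 9 h/0 h with the replicate block were 35.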

In our study, 43 out of 319 cold-responsive transcripts were assigned to the 'Chloroplast' class, including 22 up-regulated and 21 down-regulated genes (Table 3). Among them, several genes encoding protein localized to thylakoid were identified. 

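CAB1 (CUST_9556) had a log2 ratio of 4.29 (SE 0.43, n = 3 arrays per time point, adjusted p = 0.00434) at 9 h/0 h, and the lipid-associated family protein (CUST_16917) had 3.57 (SE 0.29, adjusted p = 0.00326). They had 3.06 and 2.09 at 4 h/0 h and were not called there (adjusted p = 0.0610 for each). Among the limma alternatives with adjusted p, the filter on signal well above background and a trend in the variance prior called them. The thylakoid lumenal 20 kDa protein (CUST_15215) had 1.65 (SE 0.21, adjusted p = 0.00833) at 9 h/0 h. These 3 calls were kept with each array left out, and normexp background correction lost that of CUST_15215. CUST_7076 had 1.03 (SE 0.20, adjusted p = 0.0383), kept its call only without 0 h-1 (adjusted p from 0.0435 to 0.143 with 1 array left out) and was not called with the slide as a block (0.149).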

For examples, *CAB1 *(chlorophyll a/b binding protein 1), a lipid-associated family protein, a thylakoid leumenal 20 kDa protein, and a hypothetical protein (CUST_7076) were all up-regulated under cold stress. In contrast, *LHCA4 *(photosystem I light harvesting complex gene 4), *PsaL *(photosystem I subunit L), and the rubredoxin family protein were dramatically down-regulated. Two of them (*LHCA4 *and *PsaL*) have also been proposed to be involved in photosynthesis in *Arabidopsis*. These results suggested that differential expression of chloroplast genes, especially those encoding for thylakoid associated proteins, by cold stress might lead to the processes of thylakoid distortion, chloroplast malfunction, and photosynthesis inhibition.

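LHCA4 (CUST_19234) had a log2 ratio of -1.33 (SE 0.38, n = 3 arrays per time point, adjusted p = 0.126) at 9 h/0 h and with 1 array left out was called only without 4 h-3 (adjusted p = 0.0400). PsaL (CUST_6408) had -2.05 (SE 0.46, adjusted p = 0.0591) at 9 h/0 h and -2.44 (SE 0.46, adjusted p = 0.170) at 4 h/0 h, and it was called at 9 h/0 h without 0 h-1 or 4 h-2 (adjusted p down to 0.0451) and with the filter on signal well above background. The rubredoxin family protein (CUST_18664) had -1.31 (SE 0.28, adjusted p = 0.0515) and was called with the replicate block (adjusted p = 0.0328), with quantile normalization and without 4 h-3 (0.0376). For all 3, every array of 9 h was below every array of 0 h.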

**Table 3:** Low temperature responsive transcripts related to 'Chloroplast'

Probe Name	Description	4 h/0 h	9 h/0 h	9 h/4 h	AGI Locus	E Value
				
		Log_2 _Ratio				
CUST_12882	CCL (CCR-LIKE)	-	4.19	3.26	AT3G26740	1.90E-25
CUST_6863	FAB1 (fatty acid biosynthesis 1)	3.45	4.17	-	AT1G74960	2.10E-13
CUST_9556	CAB1 (chlorophyll a/b binding protein 1)	2.84	4.06	1.22	AT1G29930	9.00E-134
CUST_14118	SSI2 (fatty acid biosynthesis 2)	2.31	3.69	1.38	AT2G43710	1.80E-57
CUST_16917	lipid-associated family protein	2.09	3.48	-	AT4G39730	5.50E-44
CUST_222	PDS1 (PHYTOENE DESATURATION 1)	-	2.47	1.74	AT1G06570	2.00E-13
CUST_19871	dehydrodolichyl diphosphate synthase	-	2.21	-	AT5G58770	1.60E-42
CUST_3426	DNA binding	-	2.15	1.40	AT2G37020	1.60E-44
CUST_11923	MEE14 (maternal effect embryo arrest 14)	-	1.85	1.81	AT2G15890	3.40E-42
CUST_8767	hydrolase, alpha/beta fold family protein	-	1.76	-	AT5G13800	2.70E-33
CUST_4530	ZFP5 (ZINC FINGER PROTEIN 5)	-	1.50	-	AT1G10480	9.70E-19
CUST_15215	thylakoid lumenal 20 kDa protein	-	1.45	1.13	AT3G56650	2.50E-22
CUST_10800	hydrolase	1.03	1.38	-	AT2G35450	4.30E-07
CUST_6415	pentatricopeptide (PPR) repeat-containing protein	-	1.28	-	AT3G02650	9.00E-20
CUST_9148	AMY3 (alpha-amylase-like 3)	-	1.24	-	AT1G69830	2.80E-53
CUST_20805	BIGYIN	1.36	1.22	-	AT3G57090	3.40E-23
CUST_3083	hypothetical protein	-	1.13	-	AT5G59400	1.10E-46
CUST_3051	CAT2 (catalase2)	-	1.11	1.01	AT4G35090	7.60E-76
CUST_4761	hypothetical protein	-	1.07	-	AT4G10000	6.40E-10
CUST_20137	NFU3 (NFU domain protein 3)	-	1.04	-	AT4G25910	4.30E-17
CUST_7076	hypothetical protein	-	1.01	-	AT2G42130	1.30E-40
CUST_4922	CHUP1 (CHLOROPLAST UNUSUAL POSITIONING 1)	-	-1.00	-	AT3G25690	1.60E-09
CUST_14809	SIGB (SIGMA FACTOR B)	-	-1.03	-	AT1G08540	5.30E-20
CUST_14166	GSTU19 (glutathione transferase)	-	-1.12	-	AT1G78380	1.90E-70
CUST_1453	CHUP1 (CHLOROPLAST UNUSUAL POSITIONING 1)	-	-1.13	-	AT3G25690	2.60E-95
CUST_12230	amine oxidase family protein	-	-1.22	-	AT3G09580	4.10E-90
CUST_7714	PTF1 (PLASTID TRANSCRIPTION FACTOR 1)	-	-1.26	-	AT3G02150	2.00E-12
CUST_18664	rubredoxin family protein	-	-1.28	-	AT1G54500	2.90E-43
CUST_1805	hypothetical protein	-	-1.29	-	AT5G40470	3.90E-15
CUST_16156	dehydrodolichyl diphosphate synthase	-	-1.29	-	AT5G58770	1.20E-14
CUST_15952	CHUP1 (chloroplast unusual positioning 1)	-	-1.37	-	AT3G25690	1.70E-69
CUST_19234	LHCA4 (photosystem I light harvesting complex gene 4)	-	-1.39	-	AT3G47470	8.80E-51
CUST_2381	NCED4 (nine-cis-epoxycarotenoid dioxygenase 4)	-	-1.45	-	AT4G19170	1.00E-63
CUST_15061	hypothetical protein	-	-1.48	-1.08	AT3G22970	1.80E-44
CUST_5552	pentatricopeptide (PPR) repeat-containing protein	-	-1.49	-	AT3G42630	1.40E-63
CUST_10020	thioredoxin family protein	-	-1.52	-	AT1G08570	1.40E-43
CUST_2294	ATOFP15/OFP15	-	-1.55	-1.09	AT2G36050	1.40E-28
CUST_7622	DNAJ heat shock protein, putative	-	-1.57	-	AT2G17880	9.20E-25
CUST_5765	DVL13/RTFL2 (ROTUNDIFOLIA LIKE 2)	-	-1.62	-	AT2G29125	2.50E-16
CUST_3996	hypothetical protein	-	-1.64	-1.05	AT1G68430	4.50E-13
CUST_8087	xylulose kinase, putative	-	-1.98	-	AT2G21370	1.60E-56
CUST_6408	PSAL (photosystem I subunit L)	-2.47	-2.31	-	AT4G12800	9.80E-48

**Notes: **Positive and negative values of Log_2 _Ratio are either up- or down-regulated genes in the three pair-comparisons. No significant fold changes are indicated as "-".

### KEGG pathway analysis of cold-responsive genes

To determine whether the cold stress responsive genes engaged in specific pathways, 291 *Arabidopsis *AGI loci representing the 319 DEGs were used as objects to search against KEGG pathway maps in *Arabidopsis thaliana*. Finally, 44 related pathways were identified (Figure 5, Additional file 12). Several interesting and important pathways, including 'Plant hormone signal transduction' (ath04075), 'Plant-pathogen interaction' (ath04626), 'Phenylalanine metabolism' (ath00360), 'Fatty acid biosynthesis' (ath00061), and 'Starch and sucrose metabolism' (ath00500), were involved and function in the early response to cold stress.

**Figure 5:**
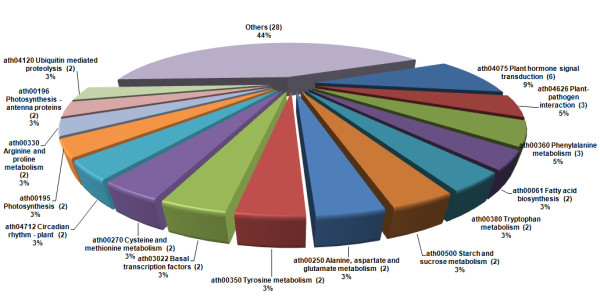
**KEGG pathway maps of cold-responsive genes**. A total of 44 pathways were identified through KEGG mapping. Different colors represent the pathway entries and pathway names. The number of genes represented by AGI loci involved in each pathway is labeled in the parentheses.

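The 8 probes that Additional file 12 assigns to this pathway (GAI, SAUR, EIN4, ERF2 and a pair each for AREB3 and EBF1) had log2 ratios at 9 h/0 h from -3.18 to 3.23, 7 below 0 and 1 above 0. Limma called 5 down-regulated and 0 up-regulated. All 8 passed when adjusted over the list alone, which is not independent evidence because the study chose the list on these arrays, and the replicate block called all 8. In the comparison of 4 h/0 h all 8 were below 0, from -1.83 to -0.13, and 0 were called.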

'Plant hormone signal transduction' (ath04075) comprised 8 genes of the 44 cold-regulated and pathway-hit genes on our array. In this pathway, the transcripts of *GAI, SAUR *(auxin-responsive protein), *EBF1 *(EIN3-binding F box protein 1), *EIN4 *(ethylene insensitive 4), and *AREB3 *were determined to be down-regulated, and the transcript of *ERF2 *was identified as being up-regulated. 

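The EBF1 probes CUST_5487 and CUST_17946 had log2 ratios of -3.18 (SE 0.38, adjusted p = 0.00754) and -2.76 (SE 0.28, adjusted p = 0.00434) at 9 h/0 h, with 3 arrays per time point, and their calls were kept with each array left out. SAUR (CUST_17954) had -2.41 (SE 0.47, adjusted p = 0.0378) and EIN4 (CUST_17209) -1.37 (SE 0.21, adjusted p = 0.0160). SAUR was not called without 0 h-2, 0 h-3, 4 h-1, 9 h-2 or 9 h-3 (adjusted p up to 0.135), and EIN4 was not called without 0 h-2, 0 h-3, 9 h-2 or 9 h-3 (up to 0.0721). With the slide as a block neither was called (adjusted p = 0.158 and 0.0759). GAI and ERF2 were not called, while the replicate block called both.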

Their homologous genes have been reported to be implicated in GA, auxin, ethylene (ETH), and ABA-mediate hormone signal transduction, respectively [65,66]. In plants, these hormones play crucial roles in a diverse set of developmental processes, as well as biotic and abiotic stresses [67]. For example, ABA accumulates in response to abiotic stresses, such as cold, salt, and drought [68]. Among these hormone-related genes in *Arabidopsis, GAI *has been also reported to decrease its transcript levels in response to cold [38], and *ERF2 *has been identified in the response to chitin, a plant-defense elicitor [69]. Previous studies have suggested that the differential regulation of genes involved in hormone signal transduction might play key roles in the early cold stress response [38].

Two other important pathways, including 'Phenylalanine metabolism' (ath00360) and 'Plant-pathogen interaction' (ath04626), were also found in our study to be regulated. 

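PDS1 (CUST_222) had a log2 ratio at 9 h/0 h of 2.78 (SE 0.32, n = 3 arrays per time point, adjusted p = 0.00636) and ASP3 (CUST_8980) 2.70 (SE 0.27, adjusted p = 0.00434), both kept with each array left out. Peroxidase 72 (CUST_8448) had 3.84 (SE 0.76, adjusted p = 0.0391), with -7.38 ± 1.15 (SD, n = 3) at 0 h and -3.54 ± 0.59 at 9 h. Its call was kept only without 0 h-3, 4 h-1 or 4 h-3 (adjusted p up to 0.141). ASP3 had 1.79 at 4 h/0 h (adjusted p = 0.0741) and was not called there.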

*PDS1 *(phytoene desaturation 1), *ASP3 *(Aspartate aminotransferase 3), and peroxidase 72, associated with 'phenylalanine metabolism', were all highly accumulated in response to cold. As noted in previous studies, *PDS1 *has been reported to be engaged in the carotenoid and plastoquinone biosynthetic process [70]. *ASP3*, also participating in proline metabolism, has been shown to be associated with leaf senescence and to be induced in response to darkness and ethylene-induced artificial senescence [71]. In *Arabidopsis *and other plants, proline levels are mainly determined by balance of biosynthetic and catabolic pathways, controlled by *P5CS *(△^1^-pyrroline-5-carboxylate synthetase) and *ProDH *(proline dehydrogenase) genes, respectively [72]. Up-regulation of cassava homologous genes *P5CS *and *ASP3*, and down-regulation of *ProDH*, which were confirmed by real-time RT-PCR (Figure 4C), might correlate with the high accumulation of proline (Figure 1E). Peroxidase 72, a member of the Class III peroxidases, is involved in the response to oxidation stress and potassium resupply [73]. Additionally, transcripts from MAP Kinase 4, *UNE14 *(unfertilized embryo sac 14), and *TCH2*, members of the 'Plant-pathogen interaction' pathway, were also induced by cold (Table 4). 

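MAP kinase 4 (CUST_12238) had a log2 ratio of 2.61 (SE 0.47, n = 3 arrays per time point, adjusted p = 0.0294) at 9 h/0 h and UNE14 (CUST_15469) 1.15 (SE 0.21, adjusted p = 0.0290). MAP kinase 4 was not called without 0 h-1, 0 h-2, 0 h-3, 4 h-2, 9 h-2 or 9 h-3 (adjusted p up to 0.118). UNE14 was not called without 0 h-2, 0 h-3, 4 h-2, 9 h-1, 9 h-2 or 9 h-3 (up to 0.0925). With the slide as a block neither was called (adjusted p = 0.0769 and 0.100). Of all 43 pathway probes in Additional file 12, limma called 18 up-regulated and 7 down-regulated at 9 h/0 h. The replicate block called 36 there. The count adjusted over the list alone was 42, which is not independent evidence because the study chose the list on these arrays.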

MAP Kinase 4 and *TCH2 *have been shown to be involved in response to several stresses, including cold, salinity, and heat in *Arabidopsis *[39]; whereas *UNE14 *also encodes a calcium ion binding protein. These results indicate that calcium ion binding proteins and kinase-mediated signal transduction may play pivotal roles in cold stress response in cassava.

**Table 4:** Validation of selected microarray-based gene expression by real-time RT-PCR analysis

Probe Name	Description	Microarray		qRT-PCR				AGI Locus	Category
		**4 h/0 h**	**9 h/0 h**	**2 h/0 h**	**4 h/0 h**	**9 h/0 h**	**24 h/0 h**		

CUST_9007	JAZ7 (jasmonate-ZIM-domain protein 7)	-	3.92	2.34	**1.96**	3.75	2.82	AT2G34600	UK
CUST_5663	Unknown protein	1.69	3.92	1.20	1.53	2.63	4.19		
CUST_5990	phosphoric monoester hydrolase	-	3.77	0.54	0.11	1.54	2.19	AT1G17710	UK
CUST_4383	gibberellin 2-beta-dioxygenase	-	3.63	5.80	**3.66**	4.02	4.62	AT1G30040	RS
CUST_13673	protein transmembrane transporter	-	3.61	1.41	0.20	1.71	2.08	AT4G16160	UK
CUST_16591	Unknown protein	2.28	3.53	1.41	1.62	1.34	2.61	AT5G37770	RS
CUST_11786	ubiquitin-protein ligase	-	3.48	1.14	**1.15**	1.35	1.91	AT1G68050	RS, CR
CUST_4231	sodium/calcium exchanger protein	-	3.11	0.35	0.60	1.87	1.32	AT1G53210	UK
CUST_20765	AP2 domain transcription factor	-	2.02	0.23	0.42	2.41	1.70	AT1G21910	TF
CUST_12461	C2H2-type zinc finger ZAT-12 like	-	1.97	1.23	**1.39**	1.10	2.57	AT2G28710	TF
CUST_19994	protein phosphatase 2C	-	1.71	0.68	0.39	1.12	0.28	AT3G12620	PM
CUST_3593	PCL1 (PHYTOCLOCK 1)	-	1.55	1.17	0.95	1.96	2.40	AT3G46640	TF
CUST_17985	TCH2 (calcium ion binding protein)	-	1.53	2.66	0.59	1.41	1.79	AT5G37770	PP
CUST_14166	GSTU19 (glutathione transferase)	-	-1.12	-0.82	-0.67	-1.05	-1.00	AT1G78380	RS, CH
CUST_1923	S-adenosylmethionine decarboxylase	-	-1.85	-0.91	**-1.56**	-1.89	-2.63	AT3G02470	AP
CUST_7527	Unknown protein	-1.47	-1.85	-0.43	-1.36	*-***0.92**	-1.06		UK
CUST_19213	Unknown protein	-1.64	-2.59	-0.77	-1.27	-1.28	-1.39		UK
CUST_5741	hypothetical protein	-2.61	-3.05	-1.94	-2.39	-3.04	-3.48	AT1G13360	UK

**Notes: **All data are shown log_2 _Ratio, and positive and negative values of Log_2 _Ratio are either up- or down-regulated genes in the three pair-comparisons. No significant fold changes are indicated as "-". Values of real-time RT-PCR analysis showing in bold font indicate inconsistent data compared with microarray analysis. AP: 'Arginine and proline metablism', CH: 'Chloroplast', CR: 'Circadian rhythm-plant', PM: 'Protein metabolism', PP: 'Plant-pathogen interaction', RS: 'Response to abiotic and biotic stimulus' and 'Response to stress', TF: 'Transcription factor activity', UK: Unknown.

In addition, 'Fatty acid biosynthesis' (ath00061) and 'Starch and sucrose metabolism' (ath00500) were also identified through the pathway analysis. *FAB1 *(fatty acid biosynthesis 1) and *SSI2*, which were also assigned to 'Chloroplast' category, were involved in 'Fatty acid biosynthesis'. Earlier studies in *Arabidopsis *indicated that *FAB1 *is correlated with chilling stress [74], whereas *SSI2 *has been shown to respond to biotic attacks, including viruses, insects, and bacteria [75]. Both were strongly induced during the entire cold treatment process, indicating that membrane modification may occur during the early cold stress response. 

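FAB1 (CUST_6863) was at background at 0 h and rose at least 16.8-fold by 9 h (log2 ratio 4.33, SE 0.42, n = 3 arrays per time point, adjusted p = 0.00434), a call kept with each array left out. At 4 h it was at least 9.13-fold above 0 h (log2 ratio 3.44, adjusted p = 0.0610), called without 4 h-1 (adjusted p = 0.0487), with the replicate block (0.0433) and with quantile normalization. Among the limma alternatives with adjusted p, SSI2 was called at 4 h/0 h only with the filter on signal well above background (0.0442), and its adjusted p reached 0.344 without 0 h-2. Between 4 h and 9 h SSI2 rose by 1.50 (SE 0.37) and was not called.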

In *Arabidopsis, TPS7 *[alpha, alpha-trehalose-phosphate synthase (UDP-forming)/transferase] has been reported to participate in the trehalose biosynthetic process. *AMY1 *(alpha-amylase-like 1) has also been shown to take part in the degradation of starch to sugar and to be induced by biotic and abiotic stress [76]. 

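TPS7 (CUST_11133) had a log2 ratio of 1.14 (SE 0.18, n = 3 arrays per time point, adjusted p = 0.0188) at 9 h/0 h and AMY1 (CUST_13760) 1.25 (SE 0.18, adjusted p = 0.0138). TPS7 was not called with median scaling or without 0 h-2, 0 h-3, 9 h-1, 9 h-2 or 9 h-3 (adjusted p up to 0.0680), and AMY1 was not called without 0 h-2, 9 h-2 or 9 h-3 (up to 0.0626). With the slide as a block neither was called (adjusted p = 0.0747 and 0.0661). Most of the rise of AMY1 was present at 4 h, at -4.03 ± 0.20 (SD, n = 3) against -5.06 ± 0.16 at 0 h and -3.81 ± 0.16 at 9 h, but it was not called at 4 h/0 h.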

In our study, *TPS7 *and *AMY1 *were identified as being involved in 'Starch and sucrose metabolism'. Their cold-induced expression was confirmed by real-time RT-PCR analysis (Figure 4D). In cold-stressed leaves, starch granules were found to have disappeared (Figure 1C). Even though their total sugar content remained unchanged after 4 h and was lower after 9 h of treatment, an obvious increase was detected after 24 h (Figure 6A). Interestingly, sucrose was significantly accumulated and reached the highest level in 9 h; whereas glucose levels were only slightly increased under cold stress (Figure 6B). These results suggested that soluble sugars might act as both osmolytes and signal molecules in the cold response of cassava, similar to other plant species [77]. It also provided insight into the hypothesis that starch degradation provides conserve energy for plants under adverse conditions. Such transition from synthesis metabolism to degradation metabolism would also explain the reduced productivity observed in plants under stress conditions.

**Figure 6:**
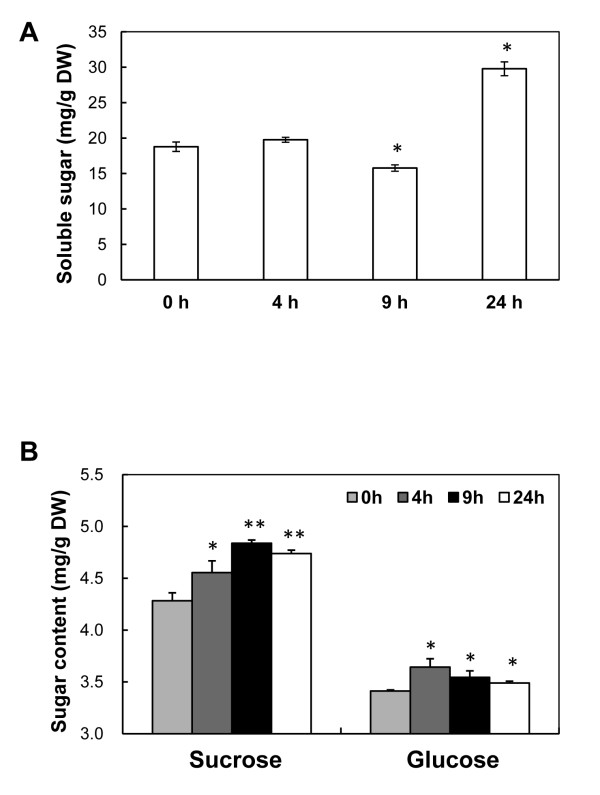
**Contents of total soluble sugars (A) and sucrose and glucose (B) in cassava leaves subjected to cold (7°C) for 0, 4, 9, and 24 h**. The single and double asterisks indicate a statistically significant difference at p < 0.05 and p < 0.01, respectively, for the data of the stress-treated samples compared to those of the unstressed samples. The mean values are calculated from three biological replicates; the error bars represent the standard error of the mean (SEM).

In short, a variety of interesting and important pathways are involved and function in the cellular response to cold stress. Despite many pathways, e.g., 'Plant hormone signal transduction' (ath04075), 'Fatty acid biosynthesis' (ath00061), and 'Starch and sucrose metabolism' (ath00500), have been well-demonstrated in other plant species, regulation of different pathways or gene has been observed, illustrating that a complex and specific network is involved in the early cold response in cassava.

### Validation of microarray results by real-time RT-PCR

To validate our microarray data, real-time RT-PCR analysis was performed on 18 selected differentially expressed transcripts, including 13 up-regulated and 5 down-regulated genes (Table 4). These genes belong to divergent functional categories or pathways. For instance, four genes [gibberellin 2-beta-dioxygenase, unknown protein (CUST_16591), ubiquitin-protein ligase, and *GSTU19*] were involved in 'Response to abiotic and biotic stimulus' and 'Response to stress'. One gene (protein phosphatase 2C) was implicated in 'Protein metabolism,' and other three genes [AP2 domain transcription factor (CUST_20765), C2H2-type zinc finger (*ZAT12*-like), and *PCL1 *(CUST_3593)] were grouped as transcription factors. In addition, 3 genes (ubiquitin-protein ligase, *TCH2*, and S-adenosylmethionine decarboxylase) were assigned to 'Circadian rhythm-plant' (ath04712), 'Plant-pathogen interaction', and 'Arginine and proline metabolism' (ath00330), respectively. Seven genes that are unclassified in the GO Slims or pathways but displayed significant changes in transcript abundance were also tested. For these genes, the fold change (-△△Ct) measured by real-time RT-PCR and by microarray was highly consistent (72.2% and 94.4% for 4 h/0 h and 9 h/0 h, respectively). 

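The array log2 ratios of the 18 genes were set beside the real-time RT-PCR values that the paper reports in Table 4. The signs were the same for 16 of 18 genes (88.9%) at 4 h/0 h and for 18 of 18 (100%) at 9 h/0 h. The exceptions at 4 h/0 h were CUST_9007, at -0.39 on the arrays against the paper's 1.96, and CUST_14166, at 0.06 against the paper's -0.67, and both array changes were smaller than the spread between replicates. By whether both or neither method gave a 2-fold change, 55.6% and 88.9% of the genes were alike at 4 h/0 h and 9 h/0 h. Across genes, Pearson's r was 0.650 at 4 h/0 h (permutation test, p = 0.00352, adjusted p = 0.00469) and 0.895 at 9 h/0 h (permutation test, p = 1e-05, adjusted p = 4e-05), where 1e-05 is the smallest p that 100000 permutations can give. Spearman's rho was 0.631 (permutation test, p = 0.00594, adjusted p = 0.00594) and 0.688 (permutation test, p = 0.00198, adjusted p = 0.00396). These 4 relations were adjusted together by the Benjamini-Hochberg method, and genes are not independent replicates. The study picked the genes from its array calls on these arrays, 13 up-regulated and 5 down-regulated. Part of r and rho can therefore come from that division alone, and the relation within either group was not tested. Limma called 0 of the 18 genes at 4 h/0 h and 11 at 9 h/0 h. The replicate block called 1 and 16.

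**Figure D4:**
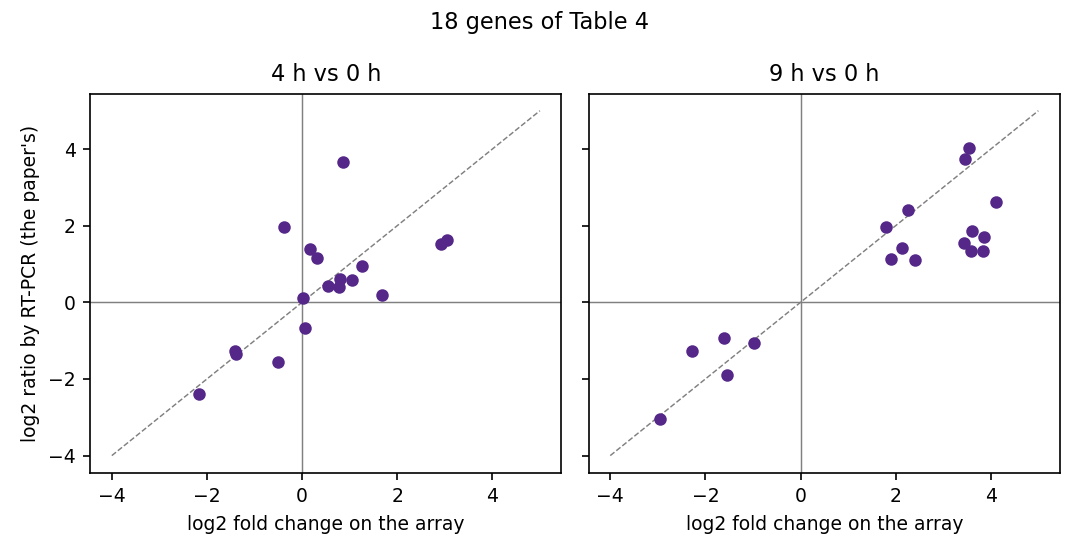
Array log2 ratio against the paper's real-time RT-PCR value for each of the 18 genes at 4 h/0 h and 9 h/0 h, with a line where they are equal. At 9 h/0 h all 18 genes have the same sign in both, and at 4 h/0 h 16 do.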

Their expression kinetics from the real-time RT-PCR results was similar to those of the microarray analysis. These results re-confirmed the accuracy of our microarray data.

### Genes responsive to different stresses and their tissue-specific expressions

The cold stress-signaling pathway may interact with other signaling systems of, for example, ABA, salt, and drought [19]. The expression patterns of the 13 cold-responsive genes were analyzed by real-time RT-PCR using cassava *in vitro *shoot cultures treated with 100 μM ABA, 25% PEG, and 250 mM NaCl for 6 h. Genes with fold changes larger than 4 were defined as strongly responsive to the stresses. Several cold-responsive genes were also strongly induced by ABA, PEG, or salt stress (e.g., CUST_16591, novel protein with unknown function; CUST_12461, C2H2-type zinc finger, *ZAT12*-like; CUST_4383, gibberellin 2-beta-dioxygenase) (Table 5). These results indicated that dynamic crosstalk exists among signaling pathways related to cold, drought, and salt in cassava because all of these stresses cause cellular dehydration [20]. Genes uniquely responsive to cold stress drew more attention in our study, such as *TCH2 *(CUST_17985), AP2 domain transcription factor (CUST_20765), and JAZ7 (jasmonate-ZIM-domain protein 7, CUST_9007) (Table 5). Both TCH2 and JAZ7 were involved in the 'Plant-pathogen interaction' in *Arabidopsis *(Additional file 12) and rice, suggesting that chilling-induced processes share some common features with the defense mechanism against pathogens in plants [58]. In addition, protein transmembrane transporter (CUST_13673), which was strongly induced by ABA and salt stress, was also believed to function in early signal reception.

**Table 5:** Real-time RT-PCR verification of cold responsive gene under the different abiotic stresses and ABA treatment

Probe Name	Description	ABA	PEG	NaCl	Cold	AGI Locus	E Value
				
		Log_2 _Ratio					
CUST_12461	C2H2-type zinc finger ZAT-12 like	1.45	**2.26**	**2.63**	**3.89**	AT2G28710	1.60E-25
CUST_16591	Unknown protein	**2.52**	**4.91**	**2.49**	**2.30**		
CUST_4383	gibberellin 2-beta-dioxygenase	1.12	1.71	**2.52**	**2.65**	AT1G30040	4.70E-51
CUST_17985	TCH2 (calcium ion binding protein)	-0.72	-0.62	-0.41	**2.75**	AT5G37770	2.10E-39
CUST_20765	AP2 domain transcription factor	1.08	-0.61	0.38	**2.16**	AT1G21910	4.70E-29
CUST_9007	JAZ7 (jasmonate-ZIM-domain protein 7)	0.11	-0.57	-0.43	**2.16**	AT2G34600	2.70E-10
CUST_9556	CAB1 (chlorophyll a/b binding protein 1)	1.24	0.21	0.65	1.94	AT1G29930	9.00E-134
CUST_13673	protein transmembrane transporter	**3.22**	1.85	**4.04**	1.73	AT4G16160	3.40E-55
CUST_5990	phosphoric monoester hydrolase	1.21	-1.58	0.09	1.64	AT1G17710	8.60E-90
CUST_14166	GSTU19 (glutathione transferase)	1.00	1.66	1.01	-0.74	AT1G78380	1.90E-70
CUST_19213	Unknown protein	0.41	0.00	-0.13	-1.43		
CUST_7527	Unknown protein	-0.11	-1.21	-1.83	-0.70		
CUST_1923	S-adenosylmethionine decarboxylase	0.59	-0.90	-0.64	-0.70	AT3G02470	1.40E-08

**Notes: **Thirteen selected cold responsive genes were analyzed under different treatments, including 100 μM ABA, 25% PEG, 200 mM NaCl, and cold stress (7°C) for 6 h. Values that were dramatically higher (Log_2 _Ratio > 2) than those of control are shown in bold font.

To further analyze the expression patterns of these stress-regulated genes in different tissues, real-time RT-PCR analysis was conducted. mRNAs were extracted from the apical buds (AP), fibrous roots (FR), mature leaves (ML), stem cambia (SC), young leaves (YL), and young stems (YS) of 3-month-old cassava plants grown in a greenhouse. Interestingly, 7 tested genes were primarily expressed in FR, ML, SC, and YS rather than in AP and YL (Table 6). This tissue-specific expression of cold-responsive genes might explain why the apical shoots, including AP and YL, were more susceptible to cold stress than ML, but this difference remains to be further determined.

**Table 6:** Expression patterns of stress responsive genes in different tissues and organs

Probe Name	Description	AP	FR	ML	SC	YL	YS
		
		Log_2 _Ratio					
CUST_9007	JAZ7 (jasmonate-ZIM-domain protein 7)	1.00	**4.03**	**4.29**	1.48	1.01	**8.05**
CUST_12461	C2H2-type zinc finger ZAT-12 like	1.00	**6.76**	**6.72**	**4.02**	1.93	**5.17**
CUST_5990	phosphoric monoester hydrolase	1.00	**3.32**	**8.24**	**5.32**	0.23	**3.82**
CUST_17985	TCH2 (calcium ion binding protein)	1.00	**3.24**	**3.24**	**2.77**	1.44	**4.57**
CUST_4383	gibberellin 2-beta-dioxygenase	1.00	1.28	1.40	0.88	0.38	**4.78**
CUST_13673	protein transmembrane transporter	1.00	**6.16**	**3.96**	**2.93**	-0.04	1.77
CUST_16591	Unknown protein	1.00	**2.55**	0.74	**3.09**	-0.21	-0.34

**Notes: **AP, apical buds; FR, fibrous roots; ML, mature leaves; SC, stem cambia; YL, young leaves; YS, young stems. All expression data shown were compared with AP. Values that were dramatically higher (Log_2 _Ratio > 2) than those of control are shown in bold font.

### Changes in H_2_O_2 _content and ROS scavenging enzyme activities

As previous reported, chilling conditions may lead to an accumulation of ROS such as hydrogen peroxide (H_2_O_2_) and superoxide radical (O_2_^-^) [78]. To analyze and visualize H_2_O_2 _produced in the cassava leaves subjected to cold stress (7°C), diaminobenzidine (DAB) was used to stain the first or second fully expanded leaves of *in vitro *specimens and greenhouse-grown cassava plants. In unstressed leaves, few DAB polymerizations could be observed; in contrast, there was a significant increase in DAB polymerization detected as early as 4 h following cold treatment that continued up to 24 h (Figure 7A). This result was consistent with the quantification of H_2_O_2 _content (Figure 7B), indicating that the oxidative stress may exert a toxic effect on cassava to adapt or survive under cold stress conditions.

**Figure 7:**
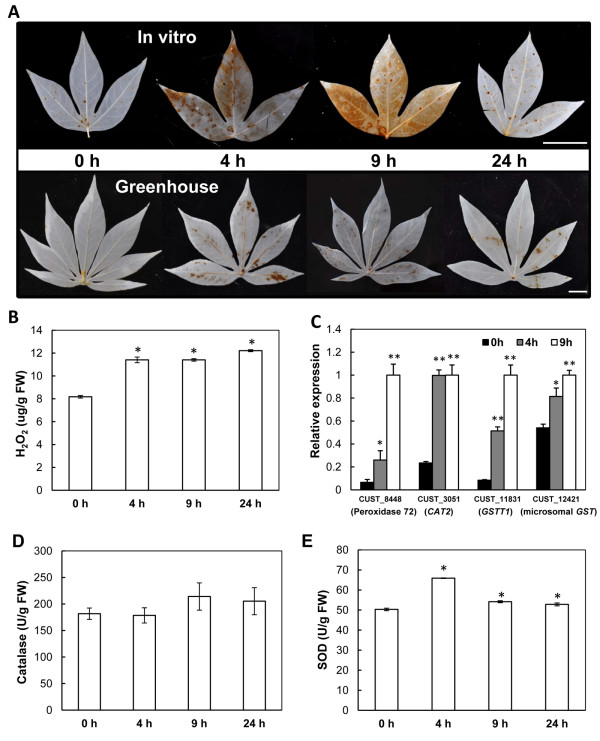
**Detection of H_2_O_2_, transcript level and enzymatic activities of ROS scavenging genes in cassava subjected to cold (7°C) for 0, 4, 9, and 24 h**. (**A**) DAB polymerization of *in vitro *and greenhouse-grown leaves subjected to cold. (**B**) Quantification of H_2_O_2 _content in the leaves from the greenhouse-grown plants. (**C**) The transcript levels of genes encoding for ROS scavenging enzymes in response to cold stress. (**D, E**) Enzyme activities of catalase and superoxide dismutase (SOD) in the leaves of greenhouse-grown plants. The single and double asterisks indicate a statistically significant difference at p < 0.05 and p < 0.01, respectively, for the data of the stress-treated samples compared to those of the unstressed samples. The mean values are calculated from three biological replicates; the error bars represent the standard error of the mean (SEM). Bar = 1 cm.

Plants, as well as other organisms, have evolved antioxidant systems to protect themselves against toxic species of oxygen. ROS scavenging enzymes, including catalase (CAT), superoxide dismutase (SOD), and glutathione transferase (GST), have been demonstrated to play key roles in the removal of ROS. In our DEGs, several genes encoding ROS scavenging enzymes were recorded to be target to chloroplast, including *CAT2 *and *GSTU19 *(Table 3). In addition, peroxidase 72, and other three *GST*s (*GSTU7, GSTU1*, and microsomal *GST*) were also identified (Additional file 4). The up-regulation of four ROS-scavenging transcripts (CAT2, peroxidase 72, GST1 and microsomal GST) was verified by real-time RT-PCR (Figure 7C). In *Arabidopsis, CAT2 *was reported to be induced by cold stress and *GSTU19 *was responsive to many biotic and abiotic stresses, such as water deprivation and oxidative stress [79]. To further validate the function of ROS scavenging enzymes after exposure to cold stress, the activities of CAT and SOD in cassava leaves subjected to 7°C were measured. Consistent with the microarray data, an increase in CAT activity was observed after 9 h of cold treatment (Figure 7D). Similarly, a significant elevation in SOD activity was also observed after 4 h of cold stress, and such increases continued for 24 h after the initiation of stress treatment (Figure 7E). These results including induction of *ZAT12*-like gene (Figure 4B) suggested that ROS signaling pathways, including ROS scavenging enzymes, were involved in the ROS detoxification induced by the cold stress response in cassava. Similarly, rice and maize, as chilling-sensitive tropical crops, could only withstand transient and milder cold stress. In japonica rice, an oxidative-mediated network has been proposed to play a key role in the early response to chilling stress and short-term defenses [80], and insufficient antioxidant defenses are thought to cause maize chilling sensitivity [81]. Generally, the ultra-structural changes of the chloroplast (Figure 1C) and oxidative burst were typically characteristic of PCD in plants, indicating that PCD may be a part of an adaptive mechanism to survive stress [82].

## Conclusions

Our study presented a genome-wide gene expression profiling of cassava subjected to cold stress using the microarray technology. Overall, the transcriptomic responses of cassava to cold stress were basically consistent with the changes seen in other plants under abiotic stresses [83]. A considerable amount of specific cassava genes related to different biological functions were identified. For examples, many new stress-responsive genes or TFs, such as early flower 4, *ERF2*, and AP2 domain transcription factor (CUST_2332), were found, suggesting that various regulatory pathways may exist in cassava together with the well-characterized CBF pathway. Based on the comprehensive transcriptomic, real-time RT-PCR and physiological analyses, our study supports the fact that crosstalks among different signaling systems play an important role in regulating the cold stress response in tropical plants. Thus, a hypothetical model for depicting the components involved in cold response networks in cassava could be established (Figure 8). Plants may perceive low temperature through cell membrane receptors, most likely transmembrane proteins, and by membrane modification through fatty acid synthesis (e.g., FAB1 and SSI2). Then, the cold signal transduction might induce cellular metabolism changes, such as the calcium signaling cascade, hormone signal transduction, and ROS signaling. The calcium signaling pathway may stimulate the calcium ion binding protein, leading to the activation of cascade kinase activities (e.g., MAP kinase 4), which could switch on various cold stress-responsive genes and transcription factor family proteins (e.g., AP2-EREBP, HSF, and GRAS). Hormone (auxin, ABA, GA, ETH, and JA) signal transduction could also be activated to alter plant growth status in order to adapt to stress condition through the differential regulation of their downstream genes (e.g., SAUR, AREB3, GAI, ERF2, and JAZ7, respectively). Moreover, other metabolisms could also take part in the process, including starch and sucrose metabolism (e.g., TPS7 and AMY1), amino acid metabolism (e.g., ASP3 and PDS1), and the ROS scavenging system (e.g., catalase 2, SOD, and GSTs). Apparently, the balance between cell damage and tolerance might decide the fate for cold-stressed cassava plants (Figure 8). On the other hand, a large number of genes (about 37.2% of total 508 DEGs) encode proteins of unknown functions. Studying these genes may reveal novel mechanisms that are fundamental to the ability of cassava to cope with cold stress.

**Figure 8:**
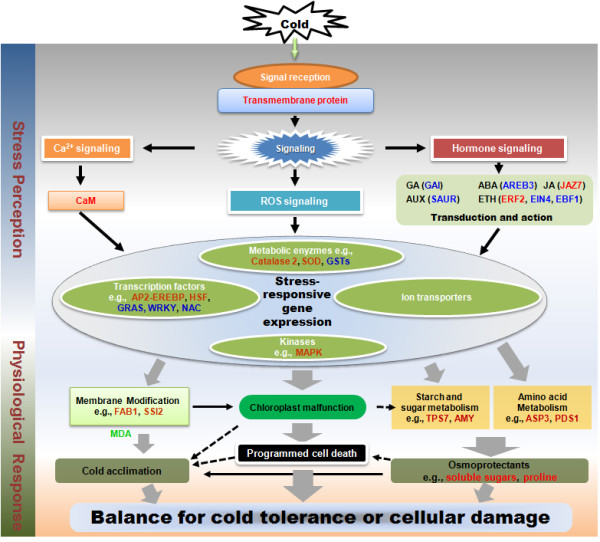
**Molecular model of the early cold response in cassava**. Two biological processes, namely stress perception and the physiological response, are illustrated. After signal reception, stress-activated Ca^2+ ^signaling, ROS signaling, and hormone signaling modulate the expression of stress-responsive genes, which include metabolic enzymes, transcription factors, kinases, and ion transporters. The physiological changes that manifested as membrane modification, chloroplast malfunction, and starch and sucrose metabolism, as well as amino acid metabolism, cause cassava to either have increased cold tolerance or to enter into accelerated programmed cell death. Their balance determines the outcome of the stressed cassava plant. Selected up- and down-regulated genes are in red or blue, respectively. The black arrows indicate a positive effect, and the black dashed arrows indicate a negative effect. The thick gray arrows show different biological processes in the stress response. AMY1: alpha-amylase like 1, AP2-EREBP: APETALA2-Ethylene Responsive Element Binding Protein, AREB3: ABA-responsive element binding protein 3, ASP3: Aspartate aminotransferase 3, AUX: auxin, CaM: calmodulin, EBF1: EIN3-binding F box protein 1, EIN4: ethylene insensitive 4, ERF2: ethylene response transcription activator, ETH: ethylene, FAB1: fatty acid biosynthesis 1, GA: gibberellins, GAI: gibberellic acid insensitive, GRAS: GAI, RGA, and SCR, GSTs: glutathione transferases, HSF: heat shock factor, JA: jasmonate, JAZ7: jasmonate-ZIM-domain protein 7, MAPK: Mitogen-activated protein kinase, PDS1: Phytoene desaturation 1, SAUR: auxin-responsive protein, SOD: superoxide dismutase, SSI2: fatty acid biosynthesis 2, TPS7: trehalose-phosphatase/synthase 7.

In summary, our array study will provide the fundamental knowledge related to the biological and physiological changes of cassava under cold stress. It will also be served as a very useful genetic resource for relevant research community globally. Further studies are needed to verify the functions of candidate genes for improving cassava tolerance ability through genetic engineering.

## Methods

### Plant materials used for microarray hybridization

*In vitro *plants of a cassava cultivar (TMS60444) were planted in plastic pots at 28°C under a 16 h light photoperiod (110-150 μmol·m^-2^·s^-1^) for 3 months in the greenhouse. Plants with a uniform growth status were transferred to a chamber for cold treatment at 7°C under weak light (cool-white fluorescent light at approximately 35 μmol·m^-2^·s^-1^). The apical shoots (about 4-6 cm in size, Additional file 1), including apical buds, stems, and the first and second expanded leaves, were harvested after 4 h and 9 h of treatment, then frozen in liquid nitrogen and held at -80°C prior to transporting to Shanghai Biochip Corporation (Shanghai, China) for RNA extraction. Untreated apical shoots were harvested as controls (0 h). More than 3 plants were harvested and pooled for each time point, and the collection was repeated 3 times as biological replicates.

### Physiological analyses of cold-treated cassava plants

To analyze the physiological changes of cassava under cold treatment prior to the microarray study, malondialdehyde (MDA) and proline, indicators of the cold response in plants, were measured. The MDA content was determined by the thiobarbituric acid (TBA) reaction with minor modifications of the method of Dhindsa et al [84] Proline concentrations were measured by the sulfosalicylic acid-acid ninhydrin method according to Bates et al [85] with slight modifications.

### Determination of hydrogen peroxide (H_2_O_2_) content and diaminobenzidine (DAB) staining

Hydrogen peroxide (H_2_O_2_) levels were determined according to Velikova et al [86] The first and second expanded leaves (1 g) were homogenized in an ice bath with 10 mL of 0.1% (w: v) trichloroacetic acid (TCA). The homogenate was centrifuged at 12,000 × *g *for 15 min, and 1 mL of the supernatant was added to 1 mL of 10 mM potassium phosphate buffer (pH7.0) and 2 mL of 1 M KI. The reaction solution containing the supernatant was read at 390 nm using a UV-vis spectrophotometer. The content of H_2_O_2 _was given on a standard curve.

H_2_O_2 _was visualized by staining with DAB, which undergoes a polymerization reaction to yield a dark-brown color once it encounters H_2_O_2 _[87]. The first or second fully developed leaves harvesting from the *in vitro *and greenhouse-grown cassava plants, which were treated with cold stress (7°C) for 0, 4, 9, and 24 h, were excised. Their leaf petiole cuttings were immersed in 1 mg/mL of DAB solution (pH3.8) for 8 h under continuous light. The leaves were immersed in 96% (w/v) boiling ethanol for 10 min to decolorize the chloroplasts. After cooling, the leaves were kept in ethanol and photographed.

### Assay for catalase (CAT) and superoxide dismutase (SOD) activities

For the measurement of enzyme activities, the first and second fully expanded leaves (1 g) from 3-month-old greenhouse plants under cold stress for 0, 4, 9, and 24 h were homogenized in 5 mL of 10 mM potassium phosphate buffer (pH7.0) containing 4% (w: v) polyvinylpyrrolidon (Mr 25 000). The homogenate was centrifuged at 10,000 rpm for 15 min, and the supernatant obtained was used as the enzyme extract. All steps in the preparation of the enzyme extract were carried out at 0-4°C.

CAT activity was determined by directly measuring the decomposition of H_2_O_2 _at 240 nm as described by Cheng et al [88] The reaction mixture contained 50 mM potassium phosphate buffer (pH7.0), 10 mM H_2_O_2_, and 200 μL of enzyme extract in a 2 mL volume. SOD activity assay was based on the method described by Beauchamp and Beaucham et al [89], which measures the inhibition of the photochemical reduction of nitro blue tetrozulium (NBT) at 560 nm. Three milliliters of reaction mixture contained 50 mM phosphate buffer (pH7.8), 0.1 mM EDTA, 13 mM methionine, 75 μM NBT, 16.7 μM riboflavin, and 300 μL of enzyme extract.

### Measurement of total soluble sugars, sucrose and glucose

Soluble sugars were extracted from the leaf tissues by a hot ethanol extraction as follows. Leaves were sampled from 3-month-old cassava, which was treated by cold stress (7°C) at 0, 4, 9, and 24 h and quickly dried at 110°C for 15 min and then 70°C overnight. Exactly 100 mg of homogenized dry leaf powder for each sample was extracted with 8 mL of 80% ethanol (v/v) at 85°C for 40 min. The extracts were then centrifuged at 12,000 × *g *for 10 min. The ethanol extraction step was repeated two times. The 3 resulting supernatants were combined and diluted with 80% ethanol to a volume of 50 mL; they were then treated with 20 mg of activated charcoal at 80°C for 30 minutes. The soluble sugar analysis was conducted according to Ebell [90] with minor modifications. After removing the activated charcoal with a 0.2 μm filter, an aliquot of extraction buffer was reacted with anthrone-sulfuric acid at 95°C for 15 min and then cooled to room temperature. The absorbance of the reaction solution was read at 620 nm. The total soluble sugar content was calculated by a standard curve. Sucrose and glucose content were measured by glucose oxidase method as described by Johnson et al [91] with slightly modification.

### Oligonucleotide microarray preparation, hybridization, and data extraction

The custom-designed 60-mer microarray [31] was constructed based on public sequence information from a large collection of cassava ESTs from NCBI (71,520 ESTs, released 28 March 2008) and TIGR (Manihot_esculenta_release_5, containing 5,189 assemblies and 10,214 singletons, released 1 June 2007), as well as a 35,400 full-length cDNA RIKEN library [27]. Total RNA was extracted from both control and cold-treated tissue samples using an RNeasy Mini Kit (Qiagen, Valencia, CA, USA). The RNA quality was checked on a 1.2% agarose gel using an RNase-free electrophoresis system. RNA labeling and hybridization were conducted by the Shanghai Biochip Corporation (Shanghai, China) following the manufacturer's instructions. The arrays were incubated at 65°C for 17 h in Agilent hybridization chambers (G2545A) and then washed according to the protocol at room temperature. Hybridized microarray slides were scanned at 5 μm resolution with an Agilent Technologies Scanner (G2505B), and the images were saved in JPG format. Both the 10% and 100% Photomultiplier tube (PMT) settings were selected, and the combined images were exported. The signal intensities of all spots on each image were quantified with the Feature Extraction software (Agilent Technologies, Santa Clara, California, USA), and the data were saved as .txt files for further analysis.

### Data normalization and identification of differentially expressed genes (DEGs)

The signal intensity of each gene was globally normalized within the GeneSpring GX Software (Agilent Technologies, Santa Clara, California, USA) following the workflow guide [92]. The signal-to-noise ratio (SNR) was calculated as follows: the difference of the median signal minus the background median signal, divided by the background standard deviation [22]. Pair comparison was used to analyze the normalized and averaged data from the three types of samples (0, 4, and 9 h). The *P *values were calculated using a *t *test, and the fold changes between each comparison for each gene were compared. The genes that were induced or suppressed at levels equal to or greater than a twofold ratio (twofold change cutoff, FCC) were taken to be differentially expressed when SNR > 2.6 and *P *value ≤ 0.05.

### Microarray data analysis

All non-redundant sequences that were considered to be unique cassava genes were locally blasted in the TAIR protein database (27,217 *Arabidopsis *protein sequences), which was download from ftp://ftp.arabidopsis.org/home/TAIR, using the blastx program in the blastall package (version 2.2.9). The top hits were used for gene annotations, and the corresponding *Arabidopsis *gene locus identifiers were mapped to the GO function annotation (http://www.arabiopsis.org/) and to the Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways. The TAIR percent of cold-responsive genes was calculated as follows: The TAIR percent (%) = the number of genes annotated to terms in the GO Slim category divided by N × 100, where N represents the total number of genes from the input list annotated to any term in this ontology.

### Utilization of the microarray

MIAME information about the cassava transcriptome microarray used here has been deposited in the Gene Expression Omnibus (GEO) of NCBI. The accession numbers are: Platform, GPL11271; Series, GSE31073; Samples, GSM769563-GSM769571.

### RNA preparation and real-time RT-PCR

To verify the expression patterns of DEGs identified from the microarray analysis, real-time RT-PCR was conducted using plant materials from either *in vitro *shoot cultures or greenhouse-grown plants. Four-week-old *in vitro *seedlings were transferred into plastic jars containing 150 mL of MS solution [1 × Murashige and Skoog basal salts (MS, Duchefa), 1% sucrose, pH5.7] in a chamber at 25°C, 70% relative humidity, and a light intensity of 125 μmol·m^-2^· s^-1 ^on a 16 h light/8 h dark cycle for 4 days. The solution was then replaced with fresh MS medium (pH5.7) supplemented with 100 μM ABA, 25% PEG, or 200 mM NaCl. Meanwhile, the seedlings were directly transferred to a 7°C chamber for cold stress treatment. After 6 h, whole seedlings were harvested and frozen in liquid nitrogen; they were then stored at -80°C for abiotic stress analysis. Plants in the same hydroponic system with no stress treatment were harvested and used as controls. The apical buds (AP), fibrous roots (FR), mature leaves (ML), stem cambia (SC), young leaves (YL), and young stems (YS) were collected from 3-month-old cassava plants grown in the greenhouse for tissue-specific expression analysis of selected genes. All of the stress treatments had three biological and temporal replicates.

The expression of 32 responsive genes was validated by real-time RT-PCR with RNA samples extracted with a Plant RNA Reagent according to the manufacturer's protocol (Invitrogen, Cat.No.12322-02). The RNA quality was determined by running an agarose gel with ethidium bromide staining. Reverse transcription was performed according to the manufacturer's protocol (TOYOBO, Code: TRT-101). Each cDNA sample was diluted 2 times in sterile ddH_2_O, and 1 μL of this dilution was used as a template for real-time RT-PCR. Specific primers were designed with Primer-BLAST (http://www.ncbi.nlm.nih.gov/tools/primer-blast/) to obtain a T_m _of 60°C and an amplicon length between 70-200 bp (Additional file 13). The real-time RT-PCR reactions were performed in a 20 μL volume containing 10 μL of 2 × SYBR Green Master Mix (TOYOBO, Code: QPK-201), 50 ng cDNA, and 400 nM of forward and reverse primers in a Bio-Rad CFX96 thermocycler. The amplification conditions were as follows: 95°C for 1 min, followed by 40-50 cycles of 95°C for 15 s, 60°C for 20 s, and 72°C for 20 s. A melting curve (65°C-95°C with a heating rate of 0.05°C·s^-1 ^and a continuous fluorescence measurement) was run after the PCR cycles. Beta-actin was used as the internal control. All of the samples were measured in triplicate, and the experiments were performed on three biological replicates. The comparative Ct method was used to calculate the relative gene expression level across the samples. The relative expression level of each gene in one sample (ΔCt) was calculated as follows: Ct target gene-Ct beta-actin. The relative expression of each gene in two different samples (ΔΔCt) was calculated as follows: ΔCt (sample 1) -ΔCt (sample 2).

## Authors' contributions

DA carried out stress treatment and sample collection, microarray data integration, performed real-time RT-PCR experiments, and drafted the manuscript. JY participated in the microarray data analysis and provided helpful suggestions, and PZ was responsible for the overall concept, experimental design, data analysis, and drafting and revising manuscript. All authors read and approved the manuscript.

## Supplementary Material

Additional file 1 **Phenotypic changes of the apical shoots of 3-month-old cassava plants exposed to cold (7°C) at (A) 0, (B) 4, and (C) 9 h**. The apical shoot contains apical bud, young stem, immature leaves, and the first two expanded leaves, as indicated by red box. Bar = 6 cm. Click here for file

Additional file 2 **Stable expression of five internal control genes in the tested samples on the arrays**. beta-actin: *Manihot esculenta *beta-actin; c15: *Manihot esculenta *cytochrome P450 protein CYP71E; EF1a: *Manihot esculenta *elongation factor 1-alpha; RuBisCO: *Manihot esculenta *ribulose bisphosphate carboxylase small chain precursor; TUB6: *Manihot esculenta *Beta-6 Tubulin. Click here for file

Additional file 3 **Differentially expressed genes (DEGs) in the three pair- comparisons from low temperature-treated samples at 0, 4, and 9 h**. Click here for file

Additional file 4 **Gene descriptions of differentially expressed genes based on TAIR protein database**. Excel file contains the 319 DEGs with the highest homologies (AGI locus and full descriptions) and their corresponding E values. Click here for file

Additional file 5 **Gene ontology (GO) annotation of cold responsive genes**. Excel file contains 266 gene locus identifiers with 370 GO IDs that assigned to the three different categories ('Biological Process', 'Molecular Function', and 'Cellular Component'). Click here for file

Additional file 6 **Categories of 'Biological Process' based on GO annotation and their contributing genes**. Click here for file

Additional file 7 **Categories of 'Molecular Function' based on GO annotation and their contributing genes**. Click here for file

Additional file 8 **Categories of 'Cellular Component' based on GO annotation and their contributing genes**. Click here for file

Additional file 9 **GO terms of cold responsive genes related to 'Response to abiotic and biotic stimulus' and 'Response to stress'**. Click here for file

Additional file 10 **GO terms of cold responsive genes belonging to transcription factors**. Click here for file

Additional file 11 **GO terms of cold responsive genes assigned to 'Chloroplast'**. Click here for file

Additional file 12 **KEGG pathway analysis of cold responsive genes**. Excel file contains cold responsive genes with mapped KEGG pathways and their corresponding pathway entries. Click here for file

Additional file 13 **Primers used for real-time RT-PCR verification**. All the forward and reverse primer sequences were included. Click here for file

## References

[B1] El-SharkawyMAInternational research on cassava photosynthesis, productivity, eco-physiology, and responses to environmental stresses in the tropicsPhotosynthetica20064448151210.1007/s11099-006-0063-0

[B2] CockJHCassava: a basic energy-source in the tropicsScience198221875576210.1126/science.71349717134971

[B3] NguyenTLTGheewalaSHGarivaitSFull chain energy analysis of fuel ethanol from cassava in ThailandEnviron Sci Technol2007414135414210.1021/es062064117612202

[B4] HuangLYeZBellRWDellBBoron nutrition and chilling tolerance of warm climate crop speciesAnn Bot20059675576710.1093/aob/mci22816033777PMC4247042

[B5] ChenQLLiZFanGZZhuKYZhangWZhuHQIndications of stratospheric anomalies in the freezing rain and snow disaster in South China, 2008Sci China Earth Sci2011541248125610.1007/s11430-011-4192-3

[B6] SangheraGSWaniSHHussainWSinghNBEngineering cold stress tolerance in crop plantsCurr Genomics201112304310.2174/13892021179452017821886453PMC3129041

[B7] AlvesAACHillocks RJ, Thresh JM, Bellotti ACCassava botany and physiologyCassava: biology, production and utilizationCAB Publishing6789

[B8] ChandlerPMRobertsonMGene-expression regulated by abscisic-acid and its relation to stress toleranceAnnu Rev Plant Physiol Plant Mol Biol19944511314110.1146/annurev.pp.45.060194.000553

[B9] LynchDVSteponkusPLPlasma-membrane lipid alterations associated with cold-acclimation of winter Rye seedlings (Secale-Cereale L-Cv Puma)Plant Physiol19878376176710.1104/pp.83.4.76116665335PMC1056446

[B10] KosterKLLynchDVSolute accumulation and compartmentation during the cold-acclimation of Puma ryePlant Physiol19929810811310.1104/pp.98.1.10816668599PMC1080156

[B11] NomuraMMuramotoYYasudaSTakabeTKishitaniSThe accumulation of glycinebetaine during cold-acclimation in early and late cultivars of barleyEuphytica19958324725010.1007/BF01678137

[B12] DorfflingKDorfflingHLesselichGLuckEZimmermannCMelzGJurgensHUHeritable improvement of frost tolerance in winter wheat by *in vitro*-selection of hydroxyproline-resistant proline overproducing mutantsEuphytica19979311010.1023/A:1002946622376

[B13] PennycookeJCCoxSStushnoffCRelationship of cold acclimation, total phenolic content and antioxidant capacity with chilling tolerance in petunia (*Petunia *x *hybrida*)Environ Exp Bot20055322523210.1016/j.envexpbot.2004.04.002

[B14] GuyCLCold-acclimation and freezing stress tolerance: role of protein-metabolismAnnu Rev Plant Physiol Plant Mol Biol19904118722310.1146/annurev.pp.41.060190.001155

[B15] GilmourSJZarkaDGStockingerEJSalazarMPHoughtonJMThomashowMFLow temperature regulation of the Arabidopsis CBF family of AP2 transcriptional activators as an early step in cold-induced COR gene expressionPlant J19981643344210.1046/j.1365-313x.1998.00310.x9881163

[B16] FernandesJMorrowDJCasatiPWalbotVDistinctive transcriptome responses to adverse environmental conditions in *Zea mays *LPlant Biotechnol J2008678279810.1111/j.1467-7652.2008.00360.x18643947

[B17] StancaAMCrosattiCGrossiMLacerenzaNGRizzaFCattivelliLMolecular adaptation of barley to cold and drought conditionsEuphytica19969221521910.1007/BF00022847

[B18] TatusovRLKooninEVLipmanDJA genomic perspective on protein familiesScience199727863163710.1126/science.278.5338.6319381173

[B19] SekiMNarusakaMIshidaJNanjoTFujitaMOonoYKamiyaANakajimaMEnjuASakuraiTSatouMAkiyamaKTajiTYamaguchi-ShinozakiKCarninciPKawaiJHayashizakiYShinozakiKMonitoring the expression profiles of 7000 Arabidopsis genes under drought, cold and high-salinity stresses using a full-length cDNA microarrayPlant J20023127929210.1046/j.1365-313X.2002.01359.x12164808

[B20] RabbaniMAMaruyamaKAbeHKhanMAKatsuraKItoYYoshiwaraKSekiMShinozakiKYamaguchi-ShinozakiKMonitoring expression profiles of rice genes under cold, drought, and high-salinity stresses and abscisic acid application using cDNA microarray and RNA get-blot analysesPlant Physiol20031331755176710.1104/pp.103.02574214645724PMC300730

[B21] FernandezPDi-RienzoJFernandezLHoppHEPaniegoNHeinzRATranscriptomic identification of candidate genes involved in sunflower responses to chilling and salt stresses based on cDNA microarray analysisBMC Plant Biol200881110.1186/1471-2229-8-1118221554PMC2265713

[B22] HughesTRMaoMJonesARBurchardJMartonMJShannonKWLefkowitzSMZimanMSchelterJMMeyerMRKobayashiSDavisCDaiHHeYDStephaniantsSBCavetGWalkerWLWestACoffeyEShoemakerDDStoughtonRBlanchardAPFriendSHLinsleyPSExpression profiling using microarrays fabricated by an ink-jet oligonucleotide synthesizerNat Biotechnol20011934234710.1038/8673011283592

[B23] LeiskeDLKarimpour-FardAHumePSFairbanksBDGillRTA comparison of alternative 60-mer probe designs in an in-situ synthesized oligonucleotide microarrayBMC Genomics200677210.1186/1471-2164-7-7216595014PMC1468409

[B24] LopezCJorgeVPieguBMbaCCortesDRestrepoSSotoMLaudieMBergerCCookeRDelsenyMTohmeJVerdierVA unigene catalogue of 5700 expressed genes in cassavaPlant Mol Biol20045654155410.1007/s11103-004-0123-415630618

[B25] AndersonJVDelsenyMFregeneMAJorgeVMbaCLopezCRestrepoSSotoMPieguBVerdierVCookeRTohmeJHorvathDPAn EST resource for cassava and other species of EuphorbiaceaePlant Mol Biol20045652753910.1007/s11103-004-5046-615630617

[B26] LokkoYAndersonJVRuddSRajiAHorvathDMikelMAKimRLiuLHernandezADixonAGOIngelbrechtILCharacterization of an 18,166 EST dataset for cassava (*Manihot esculenta *Crantz) enriched for drought-responsive genesPlant Cell Rep2007261605161810.1007/s00299-007-0378-817541599

[B27] SakuraiTPlataGRodriguez-ZapataFSekiMSalcedoAToyodaAIshiwataATohmeJSakakiYShinozakiKIshitaniMSequencing analysis of 20,000 full-length cDNA clones from cassava reveals lineage specific expansions in gene families related to stress responseBMC Plant Biol200776610.1186/1471-2229-7-6618096061PMC2245942

[B28] LiYZPanYHSunCBDongHTLuoXLWangZQTangJLChenBSAn ordered EST catalogue and gene expression profiles of cassava (*Manihot esculenta*) at key growth stagesPlant Mol Biol20107457359010.1007/s11103-010-9698-020957510

[B29] ReillyKBernalDCortesDFGomez-VasquezRTohmeJBeechingJRTowards identifying the full set of genes expressed during cassava post-harvest physiological deteriorationPlant Mol Biol20076418720310.1007/s11103-007-9144-017318318

[B30] LopezCSotoMRestrepoSPieguBCookeRDelsenyMTohmeJVerdierVGene expression profile in response to *Xanthomonas axonopodis *pv. *manihotis *infection in cassava using a cDNA microarrayPlant Mol Biol20055739341010.1007/s11103-004-7819-315830129

[B31] YangJAnDZhangPExpression profiling of cassava storage roots reveals an active process of glycolysis/gluconeogenesisJ Integr Plant Biol20115319321110.1111/j.1744-7909.2010.01018.x21205184

[B32] HodgesDMDeLongJMForneyCFPrangeRKImproving the thiobarbituric acid-reactive-substances assay for estimating lipid peroxidation in plant tissues containing anthocyanin and other interfering compoundsPlanta199920760461110.1007/s00425005052428456836

[B33] HodgsonRAJRaisonJKLipid-peroxidation and superoxide-dismutase activity in relation to photoinhibition induced by chilling in moderate lightPlanta199118521521910.1007/BF0019406324186344

[B34] DuncanDRWidholmJMProline accumulation and its implication in cold tolerance of regenerable maize callusPlant Physiol19878370370810.1104/pp.83.3.70316665311PMC1056429

[B35] NanjoTKobayashiMYoshibaYSanadaYWadaKTsukayaHKakubariYYamaguchi-ShinozakiKShinozakiKBiological functions of proline in morphogenesis and osmotolerance revealed in antisense transgenic *Arabidopsis thaliana*Plant J19991818519310.1046/j.1365-313X.1999.00438.x10363370

[B36] CarvalloMAPinoMTJeknicZZouCDohertyCJShiuSHChenTHHThomashowMFA comparison of the low temperature transcriptomes and CBF regulons of three plant species that differ in freezing tolerance: *Solanum commersonii, Solanum tuberosum*, and *Arabidopsis thaliana*J Exp Bot2011623807381910.1093/jxb/err06621511909PMC3134341

[B37] HowarthCJOughamHJTansley review .51. Gene-expression under temperature stressNew Phytol199312512610.1111/j.1469-8137.1993.tb03862.x33874620

[B38] LeeBHHendersonDAZhuJKThe Arabidopsis cold-responsive transcriptome and its regulation by ICE1Plant Cell2005173155317510.1105/tpc.105.03556816214899PMC1276035

[B39] TeigeMScheiklEEulgemTDocziFIchimuraKShinozakiKDanglJLHirtHThe MKK2 pathway mediates cold and salt stress signaling in ArabidopsisMol Cell20041514115210.1016/j.molcel.2004.06.02315225555

[B40] JoubesJRaffaeleSBourdenxBGarciaCLaroche-TraineauJMoreauPDomergueFLessireRThe VLCFA elongase gene family in *Arabidopsis thaliana*: phylogenetic analysis, 3D modelling and expression profilingPlant Mol Biol20086754756610.1007/s11103-008-9339-z18465198

[B41] GoulasESchubertMKieselbachTKleczkowskiLAGardestromPSchroderWHurryVThe chloroplast lumen and stromal proteomes of *Arabidopsis thaliana *show differential sensitivity to short- and long-term exposure to low temperaturePlant J20064772073410.1111/j.1365-313X.2006.02821.x16923014

[B42] DelkNAJohnsonKAChowdhuryNIBraamJCML24, regulated in expression by diverse stimuli, encodes a potential Ca^2+ ^sensor that functions in responses to abscisic acid, daylength, and ion stressPlant Physiol200513924025310.1104/pp.105.06261216113225PMC1203374

[B43] ThomasSGPhillipsALHeddenPMolecular cloning and functional expression of gibberellin 2-oxidases, multifunctional enzymes involved in gibberellin deactivationProc Natl Acad Sci USA1999964698470310.1073/pnas.96.8.469810200325PMC16395

[B44] HuibersRPde JongMDekterRWVan den AckervekenGDisease-specific expression of host genes during downy mildew infection of ArabidopsisMol Plant Microbe In2009221104111510.1094/MPMI-22-9-110419656045

[B45] Perez-RodriguezPRiano-PachonDMCorreaLGGRensingSAKerstenBMueller-RoeberBPInTFDB: updated content and new features of the plant transcription factor databaseNucleic Acids Res20103882282710.1093/nar/gkp105619858103PMC2808933

[B46] ZouCSYuDQAnalysis of the cold-responsive transcriptome in the mature pollen of ArabidopsisJ Plant Biol20105340041610.1007/s12374-010-9129-4

[B47] MaSSBohnertHJIntegration of *Arabidopsis thaliana *stress-related transcript profiles, promoter structures, and cell-specific expressionGenome Biol2007810.1186/gb-2007-8-4-r49PMC189600017408486

[B48] RaeLLaoNTKavanaghTARegulation of multiple aquaporin genes in Arabidopsis by a pair of recently duplicated DREB transcription factorsPlanta201123442944410.1007/s00425-011-1414-z21509693

[B49] KrishnaswamySVermaSRahmanMHKavNNVFunctional characterization of four APETALA2-family genes (RAP2.6, RAP2.6L, DREB19 and DREB26) in ArabidopsisPlant Mol Biol20117510712710.1007/s11103-010-9711-721069430

[B50] ChinnusamyVOhtaMKanrarSLeeBHHongXHAgarwalMZhuJKICE1: a regulator of cold-induced transcriptome and freezing tolerance in ArabidopsisGene Dev2003171043105410.1101/gad.107750312672693PMC196034

[B51] ChenYHYangXYHeKLiuMHLiJGaoZFLinZQZhangYFWangXXQiuXMShenYPZhangLDengXHLuoJDengXWChenZLGuHYQuLJThe MYB transcription factor superfamily of Arabidopsis: expression analysis and phylogenetic comparison with the rice MYB familyPlant Mol Biol20066010712410.1007/s11103-005-2910-y16463103

[B52] HazenSPSchultzTFPruneda-PazJLBorevitzJOEckerJRKaySALUX ARRHYTHMO encodes a Myb domain protein essential for circadian rhythmsProc Natl Acad Sci USA2005102103871039210.1073/pnas.050302910216006522PMC1177380

[B53] ChenYHYangXYHeKLiuMHLiJGGaoZFLinZQZhangYFWangXXQiuXMShenYPZhangLDengXHLuoJCDengXWChenZLGuHYQuLJThe MYB transcription factor superfamily of Arabidopsis: expression analysis and phylogenetic comparison with the rice MYB familyPlant Mol Biol20066010712410.1007/s11103-005-2910-y16463103

[B54] TianCGWanPSunSHLiJYChenMSGenome-wide analysis of the GRAS gene family in rice and ArabidopsisPlant Mol Biol2004545195321531628710.1023/B:PLAN.0000038256.89809.57

[B55] BolleCThe role of GRAS proteins in plant signal transduction and developmentPlanta200421868369210.1007/s00425-004-1203-z14760535

[B56] AchardPGongFCheminantSAliouaMHeddenPGenschikPThe cold-inducible CBF1 factor-dependent signaling pathway modulates the accumulation of the growth-repressing DELLA proteins via its effect on gibberellin metabolismPlant Cell2008202117212910.1105/tpc.108.05894118757556PMC2553604

[B57] BuschWWunderlichMSchofflFIdentification of novel heat shock factor-dependent genes and biochemical pathways in *Arabidopsis thaliana*Plant J2005411141561034510.1111/j.1365-313X.2004.02272.x

[B58] DongJXChenCHChenZXExpression profiles of the Arabidopsis WRKY gene superfamily during plant defense responsePlant Mol Biol200351213710.1023/A:102078002254912602888

[B59] ParkCYLeeJHYooJHMoonBCChoiMSKangYHLeeSMKimHSKangKYChungWSLimCOChoMJWRKY group IId transcription factors interact with calmodulinFEBS Lett20055791545155010.1016/j.febslet.2005.01.05715733871

[B60] ChoiHIHongJHHaJOKangJYKimSYABFs, a family of ABA-responsive element binding factorsJ Biol Chem20002751723173010.1074/jbc.275.3.172310636868

[B61] DavletovaSSchlauchKCoutuJMittlerRThe zinc-finger protein Zat12 plays a central role in reactive oxygen and abiotic stress signaling in ArabidopsisPlant Physiol200513984785610.1104/pp.105.06825416183833PMC1256000

[B62] TaokaKYanagimotoYDaimonYHibaraKAidaMTasakaMThe NAC domain mediates functional specificity of CUP-SHAPED COTYLEDON proteinsPlant J20044046247310.1111/j.1365-313X.2004.02238.x15500463

[B63] SongSYChenYChenJDaiXYZhangWHPhysiological mechanisms underlying OsNAC5-dependent tolerance of rice plants to abiotic stressPlanta201123433134510.1007/s00425-011-1403-221448719

[B64] Kingston-SmithAHHarbinsonJWilliamsJFoyerCHEffect of chilling on carbon assimilation, enzyme activation, and photosynthetic electron transport in the absence of photoinhibition in maize leavesPlant Physiol1997114103910461222375810.1104/pp.114.3.1039PMC158392

[B65] PotuschakTLechnerEParmentierYYanagisawaSGravaSKonczCGenschikPEIN3-dependent regulation of plant ethylene hormone signaling by two Arabidopsis F box proteins: EBF1 and EBF2Cell200311567968910.1016/S0092-8674(03)00968-114675533

[B66] WilligeBCGhoshSNillCZourelidouMDohmannEMNMaierASchwechheimerCThe DELLA domain of GA INSENSITIVE mediates the interaction with the GA INSENSITIVE DWARF1A gibberellin receptor of ArabidopsisPlant Cell2007191209122010.1105/tpc.107.05144117416730PMC1913748

[B67] JainMKhuranaJPTranscript profiling reveals diverse roles of auxin-responsive genes during reproductive development and abiotic stress in riceFEBS J20092763148316210.1111/j.1742-4658.2009.07033.x19490115

[B68] XiongLMZhuJKRegulation of abscisic acid biosynthesisPlant Physiol2003133293610.1104/pp.103.02539512970472PMC523868

[B69] LibaultMWanJRCzechowskiTUdvardiMStaceyGIdentification of 118 Arabidopsis transcription factor and 30 ubiquitin-ligase genes responding to chitin, a plant-defense elicitorMol Plant Microbe In20072090091110.1094/MPMI-20-8-090017722694

[B70] NorrisSRBarretteTRDellaPennaDGenetic dissection of carotenoid synthesis in Arabidopsis defines plastoquinone as an essential component of phytoene desaturationPlant Cell1995721392149871862410.1105/tpc.7.12.2139PMC161068

[B71] YoshidaSItoMNishidaIWatanabeAIsolation and RNA gel blot analysis of genes that could serve as potential molecular markers for leaf senescence in *Arabidopsis thaliana*Plant Cell Physiol20014217017810.1093/pcp/pce02111230571

[B72] SharmaSVillamorJGVersluesPEEssential role of tissue-specific proline synthesis and catabolism in growth and redox balance at low water potentialPlant Physiol201115729230410.1104/pp.111.18321021791601PMC3165878

[B73] ArmengaudPBreitlingRAmtmannAThe potassium-dependent transcriptome of Arabidopsis reveals a prominent role of jasmonic acid in nutrient signalingPlant Physiol20041362556257610.1104/pp.104.04648215347784PMC523322

[B74] VijayanPBrowseJPhotoinhibition in mutants of Arabidopsis deficient in thylakoid unsaturationPlant Physiol200212987688510.1104/pp.00434112068126PMC161708

[B75] Chandra-ShekaraACVenugopalSCBarmanSRKachrooAKachrooPPlastidial fatty acid levels regulate resistance gene-dependent defense signaling in ArabidopsisProc Natl Acad Sci USA20071047277728210.1073/pnas.060925910417431038PMC1855359

[B76] DoyleEALaneAMSidesJMMudgettMBMonroeJDAn alpha-amylase (At4g25000) in Arabidopsis leaves is secreted and induced by biotic and abiotic stressPlant Cell Environ20073038839810.1111/j.1365-3040.2006.01624.x17324226

[B77] ZhuADLiWYYeJLSunXHDingYDChengYJDengXWMicroarray expression profiling of postharvest ponkan mandarin (*Citrus reticulata*) fruit under cold storage reveals regulatory gene candidates and implications on soluble sugars metabolismJ Integr Plant Biol20115335837410.1111/j.1744-7909.2011.01035.x21348940

[B78] SuzukiNMittlerRReactive oxygen species and temperature stresses: A delicate balance between signaling and destructionPhysiol Plant2006126455110.1111/j.0031-9317.2005.00582.x

[B79] BianchiMWRouxCVartanianNDrought regulation of GST8, encoding the Arabidopsis homologue of ParC/Nt107 glutathione transferase/peroxidasePhysiol Plant20021169610510.1034/j.1399-3054.2002.1160112.x12207667

[B80] YunKYParkMRMohantyBHerathVXuFYMauleonRWijayaEBajicVBBruskiewichRde los ReyesBGTranscriptional regulatory network triggered by oxidative signals configures the early response mechanisms of japonica rice to chilling stressBMC Plant Biol2010101610.1186/1471-2229-10-1620100339PMC2826336

[B81] FoyerCHVanackerHGomezLDHarbinsonJRegulation of photosynthesis and antioxidant metabolism in maize leaves at optimal and chilling temperatures: reviewPlant Physiol Biochem20024065966810.1016/S0981-9428(02)01425-0

[B82] KoukalovaBKovarikAFajkusJSirokyJChromatin fragmentation associated with apoptotic changes in tobacco cells exposed to cold stressFEBS Lett199741428929210.1016/S0014-5793(97)01008-99315704

[B83] SahiCSinghABlumwaldEGroverABeyond osmolytes and transporters: novel plant salt-stress tolerance-related genes from transcriptional profiling dataPhysiol Plant20061271910.1111/j.1399-3054.2005.00610.x

[B84] DhindsaRSPlumbdhindsaPThorpeTALeaf senescence: correlated with increased levels of membrane-permeability and lipid-peroxidation, and decreased levels of superoxide-dismutase and catalaseJ Exp Bot1981329310110.1093/jxb/32.1.93

[B85] BatesLSWaldrenRPTeareIDRapid determination of free proline for water-stress studiesPlant Soil19733920520710.1007/BF00018060

[B86] VelikovaVYordanovIEdrevaAOxidative stress and some antioxidant systems in acid rain-treated bean plants: protective role of exogenous polyaminesPlant Sci2000151596610.1016/S0168-9452(99)00197-1

[B87] Thordal-ChristensenHZhangZGWeiYDCollingeDBSubcellular localization of H_2_O_2 _in plants. H_2_O_2 _accumulation in papillae and hypersensitive response during the barley-powdery mildew interactionPlant J1997111187119410.1046/j.1365-313X.1997.11061187.x

[B88] ChengHYSongSQPossible involvement of reactive oxygen species scavenging enzymes in desiccation sensitivity of antiaris toxicaria seeds and axesJ Integr Plant Biol2008501549155610.1111/j.1744-7909.2008.00723.x19093973

[B89] BeauchamCFridovicISuperoxide dismutase: improved assays and an assay applicable to acrylamide gelsAnal Biochem19714427628710.1016/0003-2697(71)90370-84943714

[B90] EbellLFVariation in total soluble sugars of conifer tissues with method of analysisPhytochemistry1969822723310.1016/S0031-9422(00)85818-5

[B91] JohnsonGJohnsonDKLambertCSunderwirthSGColorimetric determination of glucose fructose + sucrose in plant materials using combination of enzymatic + chemical methodsJ Agr Food Chem19641221621910.1021/jf60133a007

[B92] BolstadBMIrizarryRAAstrandMSpeedTPA comparison of normalization methods for high density oligonucleotide array data based on variance and biasBioinformatics20031918519310.1093/bioinformatics/19.2.18512538238

How the deposited data were processed for this re-analysis (not part of the article)

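Apical shoots of cassava were kept at 7°C for 0, 4 or 9 h, and 9 one-colour arrays were hybridized, 3 per time point. All 9 arrays were analysed. The authors had the arrays labelled, hybridized and scanned by a service provider, and the scanner software, Agilent Feature Extraction, wrote the deposited spot tables. Per the file headers, the processed intensity in these tables is background-subtracted and spatially detrended within the array, with surrogate values for spots near the background, and is not scaled between arrays. The mean, median and local background intensities in the deposited tables are raw pixel values of each spot. The same tables hold the standard deviation of the background pixels, on the raw scale, and the software's 0 or 1 marks for outlier, saturated and well-above-background spots. The authors also deposited a table of log2 values, 1 per probe and array, which the methods describe as globally normalized in GeneSpring GX. All 9 columns of that table have a median of 9.85 and differ from a quantile normalization of the log2 processed intensities by a median of 0.00163 or less, and each column is nearest to the spot table of the same array.

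Values were read with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9. Each array gave 41680 non-control spots for 20840 probes and 153 negative control spots. Spots marked as non-uniform or population outliers were left out, the remaining spots of a probe were averaged as log2 processed intensity, and the 75th percentile of the array was subtracted. Control spots were used only for the expression rule and for 1 alternative. A probe was tested when its mean SNR over spots exceeded 2.6 on all 3 arrays of at least 1 time point, which left 19815 probes. In place of sequencing depth, signal over background limits dim probes. Where no array of a time point had the probe well above background, the fold change is given as a lower bound. This bound is computed from the estimated means and does not allow for their SE. Where no array of either time point was well above background, no fold change is given.

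Differences between time points were estimated with limma 3.58.1 in R 4.3.3, using 1 fit to the 9 arrays with a mean per time point and no covariates, with 6 residual degrees of freedom and a prior of 2.59. Each pair of time points was compared with limma's two-sided moderated test, and any change over the 3 time points with its moderated F test. The p-values were adjusted by the Benjamini-Hochberg method over the tested probes of each comparison. A probe was called at an adjusted p of at most 0.05 and a change of at least 2-fold, and the F test was used without a fold threshold. Lists of the paper were also adjusted over the list alone. The study chose these lists on the same arrays, so they are not independent evidence. Correlations between arrays and expressed percentages were compared by exact permutation tests over all splits of the arrays, and the array and RT-PCR ratios by 100000 permutations of the genes.

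The fit was tested on simulated data, with independent arrays and probes, in which 200 probes of a comparison were changed by known amounts. It recovered 149 of them at 4 h/0 h, 147 at 9 h/0 h and 137 at 9 h/4 h, called 0 in the wrong direction, and made 12, 8 and 5 false calls. Of 40 probes changed by 4 on the log2 scale, it recovered 37, 38 and 37.

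Probes are named by a rule set in advance. They are every probe that the paper's text or Tables 1 to 4 name, where the passage is about it, and those with the largest change among the called probes whose arrays do not overlap between the time points. The latter are the 5 highest and 5 lowest at 9 h/0 h and the 3 highest and 3 lowest in each other comparison, or as many as were called. The pair CUST_16156 and CUST_19871 in the closing section is outside this rule and was chosen after its values were seen.

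The deposited labels number the replicates 1 to 3 at each time point, and whether arrays of the same number belong together was checked on the data. After the mean of each time point was subtracted, arrays of the same number were correlated at 0.414 on average, over 9 pairs, and arrays of other numbers at -0.204. Of the 36 ways to match the numbers, 1 gave as high a mean, the deposited one (exact one-sided permutation test, p = 0.0278). The replicate number was therefore used as a block in 1 alternative, and the fit without a block was kept as designed.

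The alternatives changed 1 choice at a time. For scaling they were quantile normalization, the authors' normalized values, the median in place of the 75th percentile, and normexp background correction (offset 50) with quantile normalization. For filters they were no filter, SNR above 2.6 on all 9 arrays, the well-above-background mark in place of the SNR, and outlier spots kept. For tests they were limma with unadjusted p, no fold threshold, a trend in the variance prior, only the 2 time points compared, and the methods' t-test with equal variances, unadjusted, adjusted, and paired by replicate number. Blocks were the replicate number, the slide and the scan date. Each of the 9 arrays was left out in turn, and the 2 arrays that remained at its time point were assumed to vary like those of the others. The methods' t-test with unequal variances on the authors' values was added after seeing that it gives the P values of Additional file 3. Its fold change is a ratio of mean normalized intensities, which matches the ratios listed there. In all other settings the log2 ratio is a difference of mean log2 values. The SNR, the expressed percentages and the correlations had alternatives of their own. For the correlations, using only pairs of different replicate numbers, with splits that put 1 array of each number in each group, was added after seeing the data. Other splits of the arrays were refitted, all 10 for each pair of time points and 100 drawn from the 280 splits into 3 groups of 3.

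The paper's control genes are not named by probe, and their stability was not analysed here. Gene Ontology enrichment, regulatory motifs, the physiological measurements and the single RT-PCR replicates were not analysed here. Probe sequences were not searched for matches to other transcripts.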

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

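The tests of the later scan, both for the array and for the probes called only with it, of chance differences between collections and of the time of day were chosen after the results were seen.

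Array 9 h-2 lay apart from the other 8 arrays in 3 of the 12 quality measures. Its 75th percentile of processed intensity was 5104, against 7562 to 9242 on the others, its brightest signal was 340566, against 648140 to 655564, and its median local background was 41, against 47 to 51. Each gap to the nearest array was a larger share of the whole range than Dixon's critical value for 9 arrays. Chance puts about 1 in 20 such groups beyond it, and 24 ends of measures were examined, which are not independent. The other arrays of 9 h had 75th percentiles of 9242 and 8070, which argues against 9 h of cold as the cause of the lower signal. This array was alone on slide 3 and was scanned 63 days after the rest. Only 1 array comes from the later scan, so the scan, the slide and the sample itself cannot be told apart as the source. The scaling removes a difference in overall brightness. Without it 101 probes are called at 9 h/0 h, so these calls do not rest on it, and their median change was 2.59 on it and 2.57 on the other 9 h arrays. The other 369 of the 470 calls are made only with this array, and for them the later scan and 9 h of cold cannot be told apart, because fewer arrays also lose calls. No biological explanation was tested.

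Between 4 h and 9 h, 3 probes differed in their change from 0 h by limma's test of that difference. CUST_1149 rose by 4.23 on the log2 scale (SE 0.44, at least 18.8-fold, adjusted p = 0.0452, from 0.0223 to 0.231 over the limma alternatives), CUST_2683 by 3.59 (SE 0.32, adjusted p = 0.0437, from 0.0171 to 0.231) and CUST_1368 by 2.77 (SE 0.28, at least 6.84-fold, adjusted p = 0.0452, from 0.00450 to 0.303). All 3 arrays of 9 h lay above all 3 arrays of 4 h for each probe. Of the 10 splits of these 6 arrays, 1 calls as many probes, the real one, and 10 splits are too few to exclude chance. With the replicate number as a block, 0 of the 3 stayed past the threshold (adjusted p from 0.0955 to 0.109), and the lowest adjusted p over all probes was 0.0768. At an unadjusted p under 0.05, limma without a block had 1405 probes and 461 of at least 2-fold, and the methods' t-test called 283 without adjustment and 1 with it. CUST_1149 and CUST_1368 lost the call with each array left out in turn, and CUST_2683 kept it only without 9 h-1. Chance differences between collections therefore cannot be told apart from a response with 3 collections. For CUST_2683, which is annotated as a clock gene, the time of day at collection is another open explanation. Of 6 probes annotated with clock or related functions, 5 changed more between 4 h and 9 h than between 0 h and 4 h, and the exception was CUST_3593. Hours of cold and time of day run together in this design and cannot be told apart. A response to the longer cold treatment stays open as a hypothesis.

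A signal was also found in probes outside the paper's lists. Of the 470 probes called at 9 h/0 h, 181 are not in the 9 h/0 h list of Additional file 3, 152 higher and 29 lower, and 172 of the 470 are in none of its lists. The P value of the study's test was above 0.05 for 18 of these 181, which argues against that P value as the reason for most of them, and 140 passed both its P value and a 2-fold change. The filter against dim signal is a candidate explanation for part of their absence, since 28.7% of them were well above background on all 9 arrays, against 72.3% of the called probes that are listed. It leaves many unexplained, since 118 of the 181, and 89 of the 140, were well above background on all 3 arrays of 0 h or of 9 h, as all 462 listed probes were. Among all probes, called here or not, 270 met the P value and fold of the study's test at 9 h/0 h without being listed, these 140 included, and 139 of the 270 were well above background in that way. With 3 arrays per time point, a response to cold stays open for these probes.

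Several single probes outside the lists had large changes. CUST_4424 rose by 5.46 at 9 h/0 h (SE 0.34, limma adjusted p = 0.00213, from 0.000527 to 0.0143 over the limma alternatives) and by 4.85 at 4 h/0 h (SE 0.34, limma adjusted p = 0.00569, up to 0.0717). CUST_15120 changed by -2.81 at 9 h/0 h (SE 0.35, at least 7.03-fold lower, limma adjusted p = 0.00834, from 0.00427 to 0.0470), and CUST_19106 by 2.93 at 4 h/0 h (SE 0.27, at least 7.06-fold higher, limma adjusted p = 0.0286, from 0.0127 to 0.152). In each case all 3 arrays of the later time point lay on 1 side of all 3 arrays of 0 h. CUST_4424 lost the call at 4 h/0 h without 0 h-2, 4 h-2 or 4 h-3, and CUST_19106 lost it without 0 h-1, 0 h-2, 0 h-3, 4 h-2, 4 h-3 or 9 h-3. The 2 calls at 4 h/0 h come from a split of 6 arrays that 1 of 10 splits matches, the real one, and 10 splits are too few to exclude chance. None of the 3 probes has an annotated homolog, and whether they also bind other transcripts was not tested. A response to cold is open for them as for the listed probes.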

How the results depend on the processing

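Among the alternatives, the methods' t-test with unequal variances on the authors' values and the correlations of only pairs of different replicate numbers were chosen after the results were seen. The other 27 settings of the probe counts, and the other alternatives for the array measures, were set before the data were examined. As designed, limma called 2, 470 and 3 probes at 4 h/0 h, 9 h/0 h and 9 h/4 h, 470 in any comparison, 191 by the F test, 51 probes of Tables 1 to 3 and 25 probes of Additional file 12. Where no reason is given below, the cause was not tested.

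Over 192 named entries of a probe and a comparison, 0 reversed direction under any of the settings. Of the 86 called entries, 25 kept the call with every array left out and 61 lost it with at least 1. Of the 106 that were not called, 18 gained a call with some array left out.

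Scaling moved the small counts. With quantile normalization, and with the authors' values, limma called 10 probes at 4 h/0 h, and with normexp correction 1 at 4 h/0 h and 0 at 9 h/4 h. The count at 9 h/0 h stayed within 1.5 times under each scaling. Median scaling shifted the median change of all probes by -0.148 at 9 h/0 h and by -0.107 at 4 h/0 h, and the authors' values by -0.101 at 9 h/0 h, so changes are relative to these shifts.

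The filter on dim probes changes how many probes are tested. Without a filter, and with SNR above 2.6 on all 9 arrays, limma called 1 probe at 9 h/4 h. With the well-above-background mark it called 38 at 4 h/0 h (35 higher and 3 lower), 5 at 9 h/4 h and 298 by the F test. A trend in the variance prior gave 30 calls at 4 h/0 h (28 and 2) and 1 at 9 h/4 h. Outlier spots kept, median scaling and no fold threshold left each total within 1.5 times, but median scaling raised the lower calls at 9 h/0 h from 139 to 237.

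Without adjustment more probes pass by construction. Limma with unadjusted p gave 306, 1279 and 461 calls at 4 h/0 h, 9 h/0 h and 9 h/4 h, 1401 in any comparison, 2139 by the F test, 95 in Tables 1 to 3 and 42 in Additional file 12. The methods' t-test without adjustment gave 196, 924 and 283, 1008 in any comparison, 94 in the tables and 43 in Additional file 12. With adjustment the methods' t-test gave 0, 0 and 1, 1 in any comparison, an overlap of 0% of the call at 9 h/4 h with those at 9 h/0 h, and 0 in either list. The methods' t-test with unequal variances on the authors' values gave 148, 732 and 204, 810 in any comparison, 101 in the tables and 43 in Additional file 12.

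Fitting only the 2 time points compared leaves fewer arrays for the spread. It gave 1, 229 and 1 calls, 230 in any comparison and 29 in the tables, with 0% of the call at 9 h/4 h shared with 9 h/0 h. Of the 229, 218 were among the 470.

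Pairing by replicate number raised the count at 9 h/0 h for limma and lowered that of the methods' t-test without adjustment. With the replicate number as a block limma called 24 (21 higher and 3 lower), 843 and 0 probes, 843 in any comparison, 463 by the F test and 80 in the tables. The 843 include 467 of the 470 and the 24 include both probes called at 4 h/0 h without the block. Among the named entries, 42 were called only with this block and 3 only without it. The methods' t-test paired by replicate gave 153, 731 and 168, 831 in any comparison and 79 in the tables, and 396 of its 731 were among the 470.

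Slide and scan blocks lowered the count at 9 h/0 h. The slide as a block gave 7, 141 and 0 calls, 141 in any comparison, 18 by the F test, 18 in the tables and 13 in Additional file 12, and 133 of the 141 were among the 470. Of the 86 called entries, 34 kept the call and 52 lost it. The scan date as a block gave 101 at 9 h/0 h and in any comparison, 2 at 4 h/0 h, 0 at 9 h/4 h, 35 by the F test, 15 in the tables and 10 in Additional file 12. All 101 were among the 470. By construction both this block and the slide block take array 9 h-2 out of the comparison of means. That array alone has the later date, and it is alone on its slide.

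Leaving out 1 array lowers the number of arrays in each test. At 4 h/0 h the count ranged from 0 (without 0 h-2, 4 h-2 or 4 h-3) to 12 (without 4 h-1), with 1 without 0 h-1, 0 h-3 or 9 h-3 and 4 without 9 h-1. The count at 9 h/0 h ranged from 101 (without 9 h-2) to 408 (without 4 h-3), with 135 without 0 h-2, 152 without 0 h-3, 180 without 9 h-3 and 300 without 4 h-2, and the count in any comparison had the same ends. Between 9 h and 4 h it ranged from 0 to 8 (without 9 h-1), with 1 without 0 h-2. The F test ranged from 5 (without 9 h-3) to 163 (without 4 h-3), with 11 without 0 h-2, 35 without 9 h-2, 42 without 0 h-3, 83 without 4 h-2, 114 without 0 h-1 and 115 without 9 h-1. In Tables 1 to 3 the calls ranged from 15 (without 9 h-2) to 42 (without 4 h-3), with 18 without 0 h-3, 19 without 0 h-2, 24 without 9 h-3, 30 without 9 h-1 and 33 without 4 h-2. In Additional file 12 they ranged from 10 (without 9 h-2) to 24 (without 4 h-3), with 11 without 9 h-3, 12 without 0 h-2 and 14 without 0 h-3. The overlap of the calls at 4 h/0 h with those at 9 h/0 h ranged from 75% to 100%, and that of the calls at 9 h/4 h was 100% where any were made.

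Of the array measures, the difference in correlation within and between time points ranged from 0.00150 (without 9 h-2) to 0.00377 (without 0 h-1) and rose to 0.0982 when only the called probes were used, which were chosen for differing. Over only pairs of different replicate numbers, chosen after seeing the data, it was 0.00513 (exact one-sided permutation test over 36 splits, p = 0.0278), now past 0.05. Counting control spots moved the spots with SNR above 2.6 to 92.6% and those above 10 to 76.9%, and with an array left out they ranged from 94.1% to 94.8% and from 78.9% to 79.6%. Expressed probes by the SNR rule were 95.0%, 94.7% and 97.1% at 0, 4 and 9 h. By the 95th percentile of the negative controls they were 84.1%, 85.3% and 88.6%. With 1 array left out they ranged from 75.1% to 79.9%, from 74.5% to 82.2% and from 72.2% to 84.5%. The genes with the sign of the RT-PCR value ranged from 15 (without 0 h-1, 0 h-2 or 0 h-3) to 16 at 4 h and stayed at 18 at 9 h.

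Some alternatives give no value. The F test has none for the methods' t-test, which compares 2 groups. The overlap has none where 0 probes were called, which was so at 4 h/0 h for the adjusted methods' t-test and without 0 h-2, 4 h-2 or 4 h-3, and at 9 h/4 h for normexp correction, the 3 blocks and 7 of the 9 arrays left out. CUST_1368 was not tested with SNR above 2.6 on all 9 arrays. Signal over background limits 108 of the 470 calls, for which 1 time point had no array well above background and the fold change is a lower bound.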

Differences from the paper's values

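The 27 alternatives named here were set before the data were examined, and the methods' t-test with unequal variances on the authors' values was chosen after seeing the values, as were the correlations of only pairs of different replicate numbers.

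At 4 h/0 h limma called 2 probes up-regulated and 0 down-regulated, 2 DEGs, where the paper gives 58, 13 and 71. At an unadjusted p under 0.05 limma had 688 probes and, with 2-fold, 251 and 55. The methods' t-test gave 167 and 29 without adjustment and 0 with it. None of the 27 alternatives brought any of these counts within 1.5 times of the paper's. Chosen after seeing the values, the t-test with unequal variances gave 121 and 27, is outside that range too, and drops 0 of the paper's 71.

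For 9 h/4 h limma called 3 probes up-regulated and 0 down-regulated, 3 DEGs, where the paper gives 92, 36 and 128. At an unadjusted p under 0.05 limma had 1405 probes and, with 2-fold, 380 and 81. The methods' t-test paired by replicate number closes these differences, with 137, 31 and 168, and the other 26 alternatives do not. The added t-test, chosen after seeing the values, gave 139, 65 and 204, does not close them, and drops 0 of the paper's 128.

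Down-regulated probes at 9 h/0 h were 139, where the paper gives 210. The difference closes with quantile normalization (192), the authors' values (190), median scaling (237), normexp correction (154), SNR above 2.6 on all 9 arrays (149), the well-above-background mark (181), the methods' t-test without adjustment (280) or paired (240), the replicate block (256), no fold threshold (174) and a trend in the variance prior (174). The other 16 alternatives do not close it. In any comparison 139 probes were down-regulated, where the paper gives 215. The same 11 alternatives close this difference, with 298 and 261 by the methods' t-test without adjustment and paired and the same counts as at 9 h/0 h by the others, and 16 do not. The paper's text gives 474 DEGs at 9 h/0 h, while its up- and down-regulated counts and its Additional file 3 give 462.

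Fewer probes of the paper's tables were called. In Table 1 limma called 17 of the paper's 27 up-regulated probes. The difference closes with the well-above-background mark (18), limma with unadjusted p (26), the replicate block (21), a trend in the variance prior (18) and the methods' t-test without adjustment (27) or paired (21), and 21 alternatives do not close it. Of the 13 that the paper gives as down-regulated in Table 1, limma called 7. Here quantile normalization, the authors' values, median scaling, the methods' t-test without adjustment, limma with unadjusted p and the replicate block (10 each), and the well-above-background mark and the trend (9 each) close it, and 19 do not. In Table 2 limma called 5 of the paper's 15 up-regulated and 4 of its 17 down-regulated probes in a comparison for which the paper lists them, and also CUST_3699 at 9 h/0 h, which the paper lists only at 9 h/4 h. Both differences close with the methods' t-test without adjustment (15 and 14) or paired (12 and 13), limma with unadjusted p (15 and 15) and the replicate block (10 and 14), and 23 alternatives do not close them. In Table 3 limma called 4 of the paper's 21 down-regulated probes. The methods' t-test without adjustment (17) or paired (15) and limma with unadjusted p (18) close this, and 24 do not. The added t-test, chosen after seeing the values, gives the paper's counts in all 3 tables and drops 0 of its called probes.

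For the CBF-like probe CUST_6694 the unadjusted P value at 9 h vs 0 h was 0.0124 by limma, where the paper gives 0.99. None of the 27 alternatives closes this. The methods' t-test gave 0.0785, and the added t-test, chosen after seeing the values, gave 0.0998. Whether 0.99 is the value the paper intends was not settled here.

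Of 180 log2 ratios that the paper lists in its tables, 7 differed by more than the larger error and 0 in sign. The ratios of Additional file 3 match ratios of mean normalized intensities, while those of limma are differences of mean log2 values. With quantile normalization 2 of the 180 differed, and with the authors' values 1. CUST_14809 had -0.86, and the paper's value is -1.03. Quantile normalization (-1.02), the authors' values (-1.02), median scaling (-1.01), the slide (-0.89) or the scan date (-0.90) as a block, and leaving out 0 h-1 (-0.92), 0 h-3 (-0.90), 9 h-2 (-0.90) or 9 h-3 (-0.91) close it, and 18 alternatives do not. CUST_11310 had -0.99 against the paper's -1.18, closed by quantile normalization (-1.18), the authors' values (-1.18) and median scaling (-1.14) and not by the other 24. CUST_15215 had 1.65 against the paper's 1.45, closed by quantile normalization (1.45), the authors' values (1.45), median scaling (1.51), the slide (1.53) or scan date (1.58) as a block and leaving out 9 h-2 (1.58), and not by the other 21. CUST_20805 had 1.50 against the paper's 1.22, closed by quantile normalization (1.21), the authors' values (1.21), median scaling (1.35), the slide as a block (1.42) and leaving out 9 h-3 (1.40), and not by the other 22. CUST_4922 had -0.76 against the paper's -1, closed by quantile normalization (-1.01) and the authors' values (-1.01) and not by the other 25. For these 5 probes the added t-test, chosen after seeing the values, also closes the difference and drops 0 of the probes that Additional file 3 lists. CUST_5663 at 4 h/0 h had 2.91 against the paper's 1.69 in Table 4, closed by normexp correction (2.12), the slide as a block (2.63) and leaving out 0 h-2 (2.54) or 4 h-3 (2.48), and not by the other 23, while the paper's Additional file 3 gives 2.91 for it. CUST_11133 at 9 h/0 h had 1.14 against the paper's 1.63, closed by the authors' values (1.54) and outlier spots kept (1.54), by the added t-test, chosen after seeing the values (1.63, dropping 0 listed probes), and not by the other 25.

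The paper states that the samples of the time points separate clearly in clustering. Over all 19815 tested probes the 3 clusters were not the 3 time points, and the arrays were 0.00274 more alike within time points than between them (exact one-sided permutation test, p = 0.107). Over only pairs of different replicate numbers, an alternative chosen after seeing the data, this was 0.00513 (exact one-sided permutation test, p = 0.0278). When only the 470 called probes were used, the setting of the paper's Figure 2A, the clusters were the time points.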

Other observations

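The tests of the slide, of the shared 0 h arrays and of the scaling of the arrays were chosen after the results were seen.

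Arrays with the same replicate number deviate together from the means of their time points, with correlations of 0.219 to 0.578 over 9 pairs. A shared slide is not needed for this, since the 3 arrays of replicate 2 lie on 3 slides and still had a mean correlation of 0.334. For replicates 1 and 3 the slide cannot be told apart from the collection, because only 4 pairs of arrays share a slide without sharing a number or a time point, and their mean was -0.0923, from -0.384 to 0.325. No biological explanation was tested for differences between collections.

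Other splits of the arrays were refitted to ask whether chance can be excluded. For each pair of time points 1 of the 10 splits, the real one, called as many probes, and 10 splits cannot exclude chance. By the study's test on the authors' values, 2, 1 and 2 of 10 splits gave as many calls at 4 h/0 h, 9 h/0 h and 9 h/4 h, again too few to exclude it. Of 100 splits of the 9 arrays into 3 groups of 3, 4 called as many probes in any comparison as the real one, the real one included. For the F test the number was 5 of 100, so chance is not excluded. By the F test 4 splits exceeded the real one, 3 of them also in any comparison, and all 4 keep 0 h-1, 4 h-1 and 9 h-1 together. The split by replicate number gave the largest results, 1933 by the F test and 1181 in any comparison, and the others gave 277 to 589 and 420 to 774. In this fit without a block, these 4 splits thus gave more by the F test than the time points (191). In any comparison 3 of the 4 gave more than the time points (470). With the replicate number as a block the time points gave 463 and 843, a different fit that cannot be set beside these counts. Among the 36 splits that put 1 array of each replicate number in each group, and so part as many pairs as the real split, 1 had as many probes by the F test, the real one with 191, and the highest of the others had 3, so chance is excluded among these.

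Probes called at 9 h/0 h lay on their way at 4 h, with a median position of 0.466 between the 0 h mean (0) and the 9 h mean (1). The comparisons share the 0 h arrays, which can place 4 h between them. Arrays simulated with the fitted change at 9 h and none at 4 h gave 0.0276 on average and at most 0.0596. This rests on the assumed change at 9 h and on independent arrays, so it excludes nothing by itself. Each array of 0 h was therefore also left out of the calls and compared with the 4 h mean, which lay on the called side of it for 78.4%, 97.0% and 90.1% of the probes called without 0 h-1, 0 h-2 and 0 h-3. The median change at 4 h from these arrays, in the called direction, was 0.53, 1.30 and 1.14 on the log2 scale. Sharing alone would put about 50% on either side, and the lowest value is above this by more than the SD over the 3 arrays, 9.44%, which argues against the shared 0 h arrays as the whole source. A bar of over 90% for each array, set first for this test, was missed without 0 h-1. The test was reread against 50% after these values were seen. A gradual response to cold over the hours stays open as a hypothesis, as does the time of day. Each collection gave 1 array to every time point, so a shift common to a collection leaves the position of 4 h unchanged. With the replicate number as a block, 467 of the 470 calls were kept, which argues against such shifts as the source. Differences between collections in their change over the hours stay open.

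Fewer probes were called at 4 h/0 h and 9 h/4 h than the study lists. The adjustment for multiple tests is a candidate explanation, since in the study's own test 0 of the listed probes in its 3 lists had an adjusted p of 0.05 or less. The smallest adjusted p of that test was 1.00, 0.173 and 0.933 at 4 h/0 h, 9 h/0 h and 9 h/4 h. No biological explanation was tested for the difference between the lists.

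More probes were called higher than lower at 9 h/0 h, 331 against 139, or 70.4% higher. The values argue against the GC content of the probes, with a Spearman rho of -0.0352 between GC content and change over the tested probes. The scaling of the arrays cannot be told apart from a real excess, since the percentage was between 53.8% and 59.1% under the 4 other scalings, above an even share in each. Dim probes may carry the excess. Among calls above the median level of the tested probes 34.8% were higher (46 higher and 86 lower), and among those below it 84.3% were (285 and 53). A lower limit of detection can hide decreases of dim probes, and a response to cold that differs between weakly and strongly expressed genes stays open.

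Probes that share an Arabidopsis homolog changed alike. Of 24 loci with 2 or more probes among the 319 annotated probes of the study's lists, 23 had all probes changing in the same direction at 9 h/0 h. Shuffled pairings gave 11.0 on average and at most 20 (permutation p = 1e-04, the smallest that 10000 shuffles can give), which argues against chance pairing. The exception was dehydrodolichyl diphosphate synthase, a pair chosen after its values were seen, with at least 6.20-fold higher for CUST_19871 (limma adjusted p = 0.0259) and a log2 ratio of -1.23 for CUST_16156, which was not called (limma adjusted p = 0.289). The replicate block called both CUST_19871 and CUST_16156 (limma adjusted p = 0.0107 and 0.0481). With the slide as a block neither was called (limma adjusted p = 0.0768 and 0.316). Probes of a locus may detect the same transcript or related genes, which was not tested, and a shared response of related genes stays open.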
